# Ethanol Cellular Defense Induce Unfolded Protein Response in Yeast

**DOI:** 10.3389/fmicb.2016.00189

**Published:** 2016-02-18

**Authors:** Elisabet Navarro-Tapia, Rebeca K. Nana, Amparo Querol, Roberto Pérez-Torrado

**Keywords:** yeasts, *Saccharomyces*, ethanol stress, transcriptomics, UPR

## Abstract

Ethanol is a valuable industrial product and a common metabolite used by many cell types. However, this molecule produces high levels of cytotoxicity affecting cellular performance at several levels. In the presence of ethanol, cells must adjust some of their components, such as the membrane lipids to maintain homeostasis. In the case of microorganism as *Saccharomyces cerevisiae*, ethanol is one of the principal products of their metabolism and is the main stress factor during fermentation. Although, many efforts have been made, mechanisms of ethanol tolerance are not fully understood and very little evidence is available to date for specific signaling by ethanol in the cell. This work studied two *S. cerevisiae* strains, CECT10094, and Temohaya-MI26, isolated from flor wine and agave fermentation (a traditional fermentation from Mexico) respectively, which differ in ethanol tolerance, in order to understand the molecular mechanisms underlying the ethanol stress response and the reasons for different ethanol tolerance. The transcriptome was analyzed after ethanol stress and, among others, an increased activation of genes related with the unfolded protein response (UPR) and its transcription factor, Hac1p, was observed in the tolerant strain CECT10094. We observed that this strain also resist more UPR agents than Temohaya-MI26 and the UPR-ethanol stress correlation was corroborated observing growth of 15 more strains and discarding UPR correlation with other stresses as thermal or oxidative stress. Furthermore, higher activation of UPR pathway in the tolerant strain CECT10094 was observed using a UPR mCherry reporter. Finally, we observed UPR activation in response to ethanol stress in other *S. cerevisiae* ethanol tolerant strains as the wine strains T73 and EC1118. This work demonstrates that the UPR pathway is activated under ethanol stress occurring in a standard fermentation and links this response to an enhanced ethanol tolerance. Thus, our data suggest that there is a room for ethanol tolerance improvement by enhancing UPR response.

## Introduction

All living organisms are subjected to changing environmental conditions, such as temperature, humidity, and salinity, which can affect optimal growth and reproduction conditions. Cells have developed diverse strategies to combat the harmful effects of a variety of stress conditions that depend on a complex network of sensors and signal transduction pathways, which lead to adaptation in cell cycle, and also to adjustments in gene expression profiles and cell metabolic activities. Although, *Saccharomyces cerevisiae* is a traditional ethanol-producing microbe widely used for the production of bioethanol, alcoholic beverages, and other industrial products, this yeast is also sensible to ethanol that negatively influences the fermentation kinetics (Ansanay-Galeote et al., 2001). Ethanol is a two-carbon alcohol which, due to its small size and alcoholic hydroxyl group, is soluble in both aqueous and lipid environments, which allows it to pass into cells through the plasma membrane increasing fluidity and permeability. Ethanol disturbance of cellular membranes involves a number of consequences that affect many cellular functions (Brooks, 2000; Albano, 2006). Although ethanol forms part of metabolism in many organisms, it alters mitochondrial structure, lowers respiratory rates and ATP levels, and elicits the formation of reactive oxygen species (ROS) and acetaldehyde, which ultimately generate DNA damage, lipid peroxidation and oxidative stress, and reduce cell viability (Brooks, 2000; Hoek and Pastorino, 2002; Lamarche et al., 2003; Albano, 2006; Pandol et al., 2010). Several studies have provided us with some leads to the molecular basis underlying yeast response and resistance to ethanol stress. A correlation between ethanol resistance and trehalose, proline and ergosterol accumulation to enhance the stability of proteins and membranes, and the influence of the degree of fatty acid unsaturation of membrane lipids to antagonize fluidity by ethanol, have been documented (Alexandre et al., 1994a,b; You et al., 2003). Cell wall remodeling, tryptophan biosynthesis, and induction of multiple chaperones and heat shock proteins by the oxidative stress and up-regulation of the genes related with NADH/NADPH regeneration to assure a good redox balance have also been reported (Rosa and Sá-Correia, 1991; Alexandre et al., 2001; Hirasawa et al., 2007; Yoshikawa et al., 2009; Li et al., 2010; Stanley et al., 2010a). Ethanol also causes intracellular acidification due to the influx of protons through the damaged cell membrane, which triggers the transport of intracellular H^+^ into vacuoles by V-ATPase to maintain intracellular pH homeostasis (Rosa and Sá-Correia, 1991; Rosa and Sa-Correia, 1996; Forgac, 1998). Although many efforts have been made, mechanisms of ethanol tolerance activation are not fully understood and very little evidence is available to date for specific signaling by ethanol in the cell. Transcription factor Msn2p and its homologous Msn4p are involved in the ethanol response in *S. cerevisiae* via a stress response element (STRE), although other stresses, like heat, osmotic shock or oxidative stress, activate this general stress response. Transcription factors Yap1p and Hsf1p, required for oxidative stress tolerance and heat shock response respectively, are also related to ethanol stress given its pleiotropic effects, which shows that many genes up-regulated by ethanol challenges share the transcription binding motifs of Msn2p/Msn4p, Yap1, Hsf1, and Pdr1p/Pdr3p in their upstream sequence (Ma and Liu, 2010a). Takemura et al. (2004) observed that the nuclear localization of the DEAD box protein Rat8p caused by ethanol stress may contribute to the selective export of mRNA in ethanol-stressed cells.

Over the years, a number of approaches have been used to improve alcohol tolerance to elicit certain cellular phenotypes, such as transposon mutagenesis, gene deletions, and gene transcription reprogramming (Takahashi et al., 2001; Kubota et al., 2004; Alper et al., 2006). More recently, global gene expression studies have provided a better understanding of the molecular basis underlying yeast response and resistance to ethanol stress (Alexandre et al., 2001; Chandler et al., 2004; Li et al., 2010; Stanley et al., 2010a). Although genome-wide approaches to reveal ethanol tolerance candidate genes in industrial strains have been adopted (Rossignol et al., 2003; Marks et al., 2008) most studies have focused on laboratory strains with moderate ethanol tolerance and have left aside the physiological diversity of natural or fermentation isolates (Takahashi et al., 2001; Fujita et al., 2006; Teixeira et al., 2009; Stanley et al., 2010a). Furthermore, most of these studies have focused on the response to a short-term ethanol stimulus. However, ethanol stress is a long-term stress with a highly dynamic transcriptional response. Thus, it is essential to study not only early, but also late responses, as there is generally little overlap between the genes transcriptionally induced under stress and those that appear essential for adaptation. In previous studies, we determined significant differences in ethanol tolerance between natural and fermentative *S. cerevisiae* strains, including strains isolated from flor wine and traditional fermentations of Latin America (Arroyo-López et al., 2010).

Considering these data, this work focused on exploiting the physiological characteristics of two fermentative strains, CECT10094 and Temohaya-MI26, isolated from flor wine and agave fermentations, which differ in ethanol tolerance, to understand the molecular mechanisms underlying the ethanol stress response and the reasons for different ethanol tolerance among *S. cerevisiae* strains.

## Methods

### Yeast growth media

The basal growth media selected for the experiments were standard GPY medium (5 g/L yeast extract, 5 g/L peptone, 20 g/L glucose). Media were modified whenever necessary with geneticine (200 μg/ml), tunycamicine (1 μg/ml), H_2_O_2_ (3 mM), beta-mercaptoethanol (0–45 mM), or ethanol [0 and 10% (v/v)].

### Strains and plasmid construction

The strains used in this work are listed in Table 1. The *S. cerevisiae* strains used in the genome-wide analysis, CECT10094 and Temohaya-MI26, belong to our collection and were isolated from different traditional fermentation environments (Santa María, 1968; Arroyo-López et al., 2010). In the previous work, Arroyo-López et al. (2010) had a misidentification and described CECT10094 as PE35M. The 15 *S. cerevisiae* strains used in the correlation study among the different stressors belonged to our own collection. The mCherry UPR reporter with geneticine selective marker was obtained by a marker swap of the commercial plasmid pPM47 (Addgene). KanMX cassette with *URA3* extremes was amplified from pFA6a-KanMX6 plasmid (Addgene) and cotransformed with *Eco*RV digested pRM47 following described procedures (Cross, 1997). Plasmids were recovered and confirmed by PCR and enzyme restriction analysis.

**Table 1:** **Strains used in this work**.

**Strain**	**Species**	**Origin**	**Source**
CECT10094	*S. cerevisiae*	Flor wine (Spain)	Santa María, 1968
Temohaya-MI26	*S. cerevisiae*	Agave fermentation (Mexico)	Arroyo-López et al., 2010
CHR9	*S. cerevisiae*	Forest soil (Hungary)	Arroyo-López et al., 2010
CECT 1942	*S. cerevisiae*	Ale beer (Netherlands)	Belloch et al., 2008
CHR96.2	*S. cerevisiae*	Oak tree bark (Spain)	Arroyo-López et al., 2010
RVA^C^	*S. cerevisiae*	Wine fermentation (Spain)	Arroyo-López et al., 2010
CPE7	*S. cerevisiae*	Sugarcane fermentation (Brazil)	Arroyo-López et al., 2010
CECT 11001	*S. cerevisiae*	Lager beer (Belgium)	Oliveira et al., 2014
Lalvin T73^C^	*S. cerevisiae*	Wine fermentation (Spain)	Oliveira et al., 2014
GB Flor-C	*S. cerevisiae*	Wine fermentation (Spain)	Arroyo-López et al., 2010
EC1118^C^	*S. cerevisiae*	Champagne (France)	Arroyo-López et al., 2010
D14	*S. cerevisiae*	Food supplement	Llopis et al., 2012
60	*S. cerevisiae*	Clinical isolate (Spain)	Llopis et al., 2012
W303	*S. cerevisiae*	Laboratory strain	Our collection
BY4743	*S. cerevisiae*	Laboratory strain	Euroscarf

C *Commercial strain*.

### Growth conditions and experimental design for transcriptome analysis

A single colony of each strain, CECT10094 and Temohaya-MI26, was picked up from fresh GPY-agar plates and separately incubated overnight into 12 mL sterile tubes with 5 mL GPY in an orbital shaker at 150 rpm and 28°C. These cultures in the exponential phase were used to inoculate 100 mL of GPY to an initial OD_600_ of 0.1 into sterile 250 mL Erlenmeyer flasks with cotton wool plugs in the absence or presence of ethanol 10% (v/v), a concentration that significantly affects both strains but allow them to grow (Arroyo-López et al., 2010). The samples for RNA extraction were taken after 1 h (early response) and after exponential phase (late response) under both ethanol-stressed and non-stressed conditions. Samples were taken by centrifugation at 3500 rpm for 2 min, washed with water and frozen in liquid N_2_ (all in less than 5 min.) according to the data obtained from previous observations under the same growth conditions. Cultures, carried out in triplicate, were incubated at 28°C and at 150 rpm and the growth profile was monitored using a spectrophotometer (Eppendorf).

### RNA preparation, cDNA synthesis, and labeling

Aliquots for RNA extraction were collected after 1 h (early response) in both conditions and 10 h (late response) after inoculation in the absence of ethanol, and 28 and 40 h for the stressed cultures corresponding to the late response of the CECT10094 and Temohaya-MI26 strains, respectively. Both ethanol-treated and non-treated cells were recovered by centrifugation at 845 g, washed with diethyl pirocarbonate-treated water (Fluka, Taufkirchen, Germany). Pellets were immediately frozen in liquid nitrogen and stored at −80°C until RNA extraction. RNA extraction was carried out according to (Combina et al., 2012). RNA total concentration and purity was quantified using NanoDrop™ 1000 (NanoDrop Technologies, Wilmington, DE). The quality of the total RNA samples also was checked with an agarose gel. Fluorescently labeled complementary DNA (cDNA) was performed with “SuperScript™ Indirect cDNA Labeling System” (Invitrogen™, San Diego, CA, USA). Briefly, 20 μg of total RNA and 2.5 μg oligo (dT)_20_ (Invitrogen) were mixed in 16 μl of DEPC water. The solution was heated to 70°C for 5 min and then chilled on ice. Reverse transcription was carried out with SuperScript™ III Reverse Transcriptase, 334 μM aa-dUTP, 6 μM oligo (dT), 500 μM dATP, dCTP, dGTP, 166 μM dTTP, and 10 μM DTT in a final volume of 13 μl. The reaction was incubated at 50°C for 12 h and then with 10 μL of 1 M NaOH and 10 μL of 0.5 M EDTA for 15 min at 70°C to degrade the original RNA. pH were neutralized with 250 mM HCl. Purification of aminoallyl-cDNA (aa-cDNA) was performed with the Mini Elute PCR Purification Kit (Quiagen) according to the manufacturer's instructions. Dye coupling was performed for 2 h at room temperature and in the darkness with CyDye NHS esters (Amersham Biosciences) and 0.13 M Na_2_CO_3_ to form covalent bonds with the aa-cDNA groups. All the samples were labeled with Cy5 dye, while a reference pool was labeled with Cy3. The reference pool, which allowed the comparison of the expression differences between any samples (Gasch et al., 2000), was prepared by pooling the RNA extracted in all the samples. The amount of RNA for each sample in the pool was adjusted until approximately equal and a pool was obtained with essentially equimolar amounts of each sample. Purified labeled cDNA was then tested to verify the dye incorporation efficiency and quality using NanoDrop™ 1000. Only those samples above 100 pmol were used in the assay. No dye-swapping was carried out as the proportion of genes that had a bias in Cy3 or Cy5 incorporation was around 0.1%, and this problem is more common when cDNA labeling is performed by the direct method (Causton et al., 2003).

### Microarrays hybridization, scanning, and data analysis

The pre-hybridization step was performed in 3X SSC solution (Sigma), 0.1% SDS (Sigma) and 0.1 mg/ml BSA for 60 min at 50°C to minimize background noise and to remove friable DNA probes. Competitive hybridization was carried out manually using an equal quantity of the two labeled samples (100–200 pmol) concentrated in a Concentrator Plus (Eppendorf™, Hamburg, Germany). The mixture was resuspended in hybridization solution (5x SSC, 0.1% SDS, 50% formamide and 0.1 mg/mL salmon sperm DNA), dropped onto the Yeast 6.4 K Array (Microarray Centre, UHN, Toronto, Ontario, Canada) and covered with coverslips HybriSlip (Grace Bio-Labs, Sigma). Hybridization was conducted for 16 h in AHC chambers (Arraylt Corporation, CA, USA) and immersed in a bath at 42°C, and the labeled microarrays were washed manually with different solutions containing different SSC and SDS concentrations (Sol.1: 2x SSC, 0.1% SDS for 5 min at 42°C; Sol 2: 0.1x SSC, 0.1% SDS for 5 min at room temperature; Sol 3: 0.1x SSC for 5 min at room temperature; Sol 4: 0.01% SSC for 10 s), dried by centrifugation at 135 g for 10 min and stored in the dark. Each microarray came from a biological replicate and 24 slides were obtained.

The signal intensities of Cy3 and Cy5 were acquired with an Axon GenePix 4100 scanner (Axon Instruments, Foster city, CA, USA). Flawed or poor quality spots were manually removed from the data set and a global background subtraction was done by GenePix Pro 6.0 (Molecular Devices Corp., Union City; CA, USA). The expression ratio values (Cy5/Cy3) were transformed into logarithm base 2 to treat up- and down-regulated genes equivalently. Raw microarray data were analyzed by Acuity 4.0 (Molecular Devices Corp.), the fluorescence intensity corresponding to the two dyes was ratio-based normalized and quality control conditions were applied to remove unreliable data from the analysis. Replicates were combined and their medians were calculated, and only the spots with at least two replicates were considered. To identify the genes whose variation was due to the effect of ethanol, an indirect comparison between the slides corresponding to stressed and unstressed samples was made. The genes differentially expressed at the 95% confidence level were identified as being log_2_ (ratio) values with more than 1.96 standard deviations from the mean (Causton et al., 2003). A 5% False Discovery Rate was applied to correct for any false positives appearing. Microarray data was validated by qPCR (Supplementary Figure 1).

The enrichment of the functional categories among the up-regulated genes was analyzed using the web tool GO-TermFinder (http://go.princeton.edu/cgi-bin/GOTermFinder) and by employing Bonferroni's correction and a *p*-value threshold < 0.05. For the purpose of summarizing and removing redundant GO terms, the web server was used REViGO (Supek et al., 2011), which uses a simple clustering algorithm that relies on semantic similarity measures.

### Growth analysis under unfolded protein stress in the CECT10094 and Temohaya-MI26 strains

Inocula were prepared by introducing a single colony from the pure cultures of each strain into 5 mL of GPY. After overnight incubation at 28°C, 1 mL of each tube was centrifuged at 845 g for 5 min, and pellets were washed with sterile saline solution (0.9% NaCl), centrifuged and diluted to an optical density (OD_600_) of 0.15–0.2 in 250 μl of GPY medium modified with different concentrations (0–45 mM) of β-mercaptoethanol (Sigma-Aldrich). Growth was monitored in 96-well plates at 600 nm for 72 h in a SPECTROstar Omega instrument (BMG Labtech, Offenburg, Germany); measurements were taken every 30 min after pre-shaking for 40 s. All the experiments were carried out in triplicate under aerobic conditions and uninoculated wells for each experimental series were also included to subtract the noise signal. In this way, 114 growth curves were obtained and analyzed. In order to obtain a quantitative methodology that allows an objective and reliable comparison among yeasts, a modified Gompertz equation for decay was used to objectively estimate the NIC and the MIC for the experiments with BME (Lambert and Pearson, 2000). These parameters are related to the susceptibility and resistance of yeast to this compound, respectively. To check for significant differences for the NIC and MIC parameters, an unpaired *t*-test was performed using GraphPad Prism, version 5.0, for Windows (GraphPad Software, San Diego California USA).

### Correlation analysis between ethanol tolerance and other stresses

We analyzed the growth of 15 *S. cerevisiae* strains of different origins (Table 1) in the GPY medium modified with different stressors: 1 μg/mL tunycamicine (Sigma-Aldrich), 10% (v/v) ethanol (Scharlau Chemie S.A., Spain), 30 mM BME (Sigma-Aldrich), 3 mM oxygen peroxide (Merck Millipore), and GPY medium at pH 10. Growth was monitored with a SPECTROstar Omega instrument (BMG Labtech, Offenburg, Germany). In order to correlate ethanol tolerance with other kinds of tolerance (unfolded protein tolerance, oxidative stress tolerance, etc.), we determined the area under the OD_600_-time curve as a measure of overall yeast growth in all the strains and under all the conditions. The areas under the OD_600_-time curves were calculated by integration using the OriginPro 7.5 software (OriginLab Corporation, Northampton, USA). The relative amount of growth for each stressor was obtained by following this formula:

$$fa=({\text{area}}_{\text{test}})/({\text{area}}_{\text{cont}})$$

where *fa* is denoted as the fractional area; area_test_ is the test area (stressed) and area_cont_ is the positive control area (unstressed). We performed a correlation analysis from the plots of the *fa* (ethanol) *vs. fa* (each stressor) using GraphPad Prism, version 5.0, for Windows (GraphPad Software, San Diego California USA).

### UPR reporter assays

To measure UPR activity under ethanol stress we used a modified plasmid reporter called UPR-mCherry that encodes red fluorescent protein mCherry (Merksamer et al., 2008), driven by a minimal CYC1 promoter and four tandem unfolded protein response elements. Cells containing the plasmid were grown overnight in GPY with geneticine medium at 28°C and were allowed to reach the early exponential phase (an approximate OD600 value of 0.4) for the analysis. Then the culture was divided into sterile centrifuge tubes, pelleted and incubated with GPY media with geneticine, with or without 10% (v/v) ethanol. Cells were grown at 28°C, sampled every 2 h, pelleted and frozen in liquid nitrogen until use. GFP fluorescence was measured by flow cytometry in a LSR Fortessa flow cytometer (BD Biosciences) and analyzed with the FACS DIVA software to compile.fcs files. Files were analyzed using FloJo (Tree Star Ashland, OR). Median fluorescence intensities (MFI) were calculated for each channel and were normalized with time cero sample data. To quantify UPR induction, fractional area (fa) of 10% ethanol condition was normalized against control (see above). Biological triplicates were performed in all cases.

### Availability of supporting data

The original data from this study are available from GEO (http://www.ncbi.nlm.nih.gov/geo/) with accession number GSE44863.

## Results

### Growth of ethanol tolerant and sensitive *S. cerevisiae* strains

In order to elucidate transcriptional differences under ethanol stress in yeast isolates, we focused on two *S. cerevisiae* strains, CECT10094, and Temohaya-MI26. These strains were selected because they displayed very different ethanol susceptibility and resistance in minimal media (29). We evaluated the growth of these strains in GPY medium (Figure 1A) and GPY with 10% (v/v) ethanol (Figure 1B). Our results showed that ethanol resulted in a lower growth rate and an increased lag phase in both strains. Furthermore, we observed a greater growth inhibition in Temohaya-MI26 than CECT10094. The ethanol tolerant strain CECT10094 reached the exponential phase 18 h before Temohaya-MI26, and obtained a maximum specific growth rate (h^−1^) of 0.50, unlike Temohaya-MI26 whose maximum specific growth rate was 0.34. The lag period increased from 1 h at 0% ethanol to around 14 and 32 h at 10% ethanol for the CECT10094 and Temohaya-MI26 strains, respectively. In contrast, it is interesting to note that in the absence of ethanol, the Temohaya-MI26 strain reaches a 24% higher (*p* < 0.05) final population than the ethanol-tolerant strain. Therefore in view of the results, the selection of these strains was suitable to study transcriptional differences under ethanol stress in early and late growth stages.

**Figure 1:**
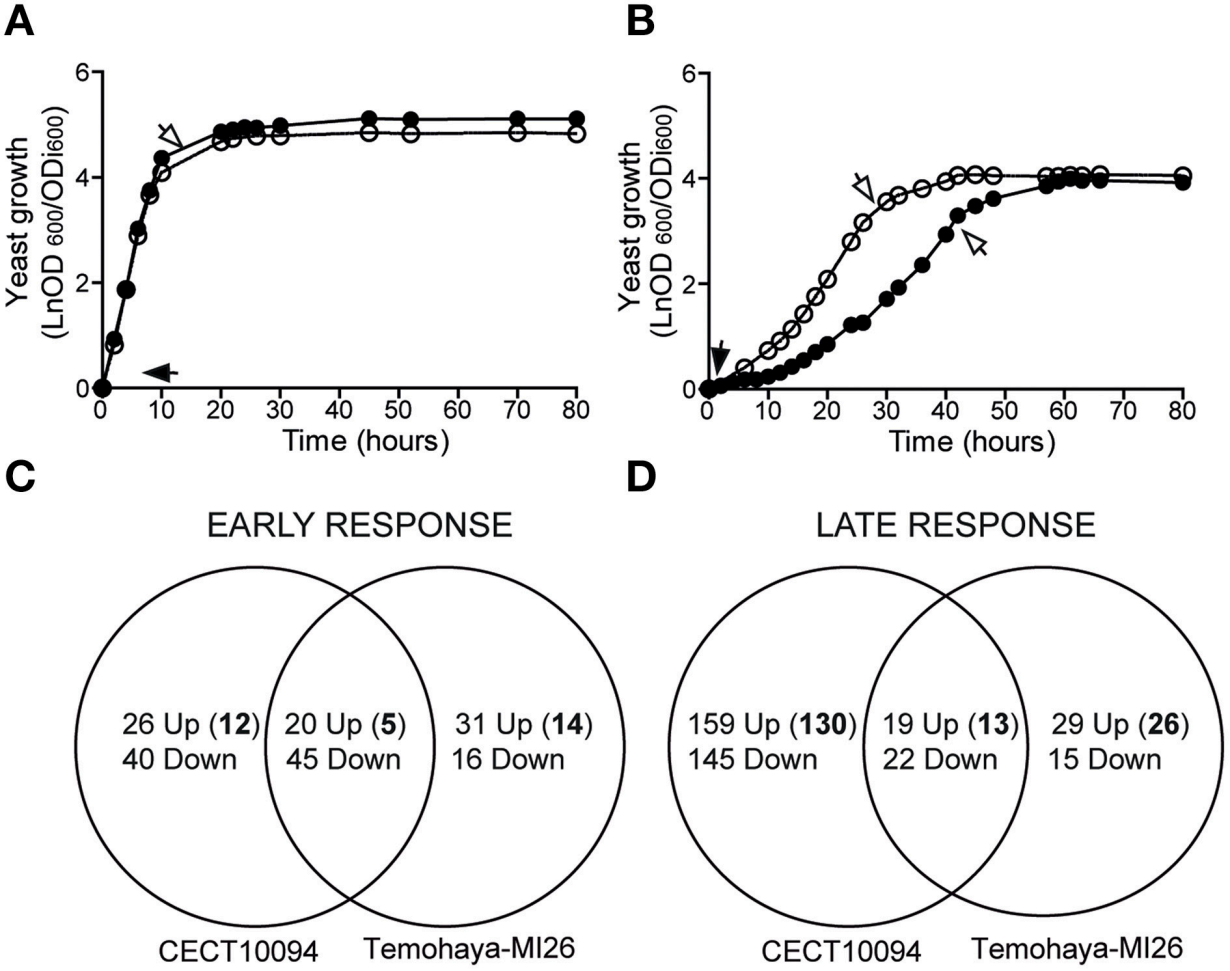
**Growth of ***S. cerevisiae*** CECT10094 (°) and Temohaya-MI26 (∙) on liquid GPY medium containing 0% (A) or 10% (B) ethanol**. Overnight yeast cells were transferred to 250 mL flasks containing 100 mL of GPY, modified or not with 10% ethanol (v/v), and initial cell density was adjusted to OD_600_ = 0.1. Arrows indicate the sampling time for the transcriptome study in the early (black arrows) and late (white arrows) response phase. Cultures were performed in triplicate and incubated at 28°C at 150 rpm. **(C,D)** Venn diagram showing the number of genes up- and down-regulated in the CECT10094 and Temohaya-MI26 strains in the early **(C)** and late response **(D)** after 10% (v/v) of ethanol addition. Bold numbers indicate the up-regulated genes not seen in previous works. For more details refer to Supplementary Table 2.

### Global gene expression analysis in response to ethanol stress

To measure global changes in the gene expression levels of tolerant and sensible strains in early and late ethanol stress stages, the CECT10094 and Temohaya-MI26 strains were grown at 0 and 10% (v/v) ethanol in GPY medium. 

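RNA was measured in 8 conditions, which were CECT10094 and Temohaya-MI26 at 0 and 10% (v/v) ethanol in an early and a late stage. Early samples were taken after 1 h. Late samples were taken after 10 h without ethanol in both strains, and with ethanol after 28 h in CECT10094 and 40 h in Temohaya-MI26, so ethanol and hours of culture go together in the late comparison. The sample labels call the tolerant strain PE35M, a name that the paper puts down to a misidentification in earlier work, and place the late samples in exponential phase, where the paper places them after it. Spotted cDNA arrays compared Cy5-labelled cDNA of a sample with Cy3-labelled cDNA of a pool of RNA from every sample, with no dye swap. The authors subtracted a global background in GenePix Pro 6.0, took log2 ratios, normalized them in Acuity 4.0 and combined 3 replicate slides per condition by their median, so that 24 slides became 1 column of values per condition. Each column held 5612 to 6115 of 6152 open reading frames (ORFs). A change with ethanol is given here as the log2 ratio at 10% minus the ratio at 0% ethanol of the same strain and stage, in which the pool cancels. A gene is said to rise or fall when its difference lies more than 1.96 standard deviations from the mean of all genes, as in the paper's methods, and the 5% false discovery rate of the paper was not applied because it cannot be computed from combined values. These limits were 2.29 and -1.53 for CECT10094 early, 2.07 and -2.21 for Temohaya-MI26 early, 1.23 and -2.27 for CECT10094 late, and 1.25 and -1.71 for Temohaya-MI26 late. The median difference of all genes was 0.42, -0.08, -0.51 and -0.25 in the same order. The shift of a gene list is its median difference minus that value, set beside 10000 random lists of the same size. Differences of single genes are given without this subtraction, so contrasts between the strains in them include the gap between these medians. The lowest correlation between columns, -0.356 across ORFs, was between Temohaya-MI26 early with ethanol and CECT10094 early without it. Near-identical genes, such as ribosomal protein pairs or *THI11*, *THI12* and *THI13*, and overlapping ORFs cannot be told apart on spotted products. With 1 column per condition there is no replicate check of any difference, and the number of arrays limits the precision.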

Gene expression variation in 10% (v/v) ethanol respect to 0% of both strains was compared in the early (1 h) or late (after exponential phase) response to ethanol stress (see arrows in Figure 1). After filtering and normalization, a complete dataset of genes, considered to be significantly down- or up-regulated, was obtained (Supplementary Table 1). 

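*SPI1*, which encodes a cell wall protein, rose after 1 h with ethanol in both strains, with a log2 difference of 3.91 in CECT10094 and 4.06 in Temohaya-MI26, and *MSC1* had 3.42 and 4.52. *ECM4*, which encodes a glutathione transferase, rose by 2.95 in CECT10094, a call lost under quantile normalization, and by 5.72 in Temohaya-MI26. *SPG4* and *SIP18*, genes of stationary phase and of desiccation, rose by 5.04 and 4.91 in Temohaya-MI26 and had 1.88 and 1.73 in CECT10094. *YRO2*, a membrane protein gene, rose by 3.42 in Temohaya-MI26 against 0.06 in CECT10094, while *GAL10*, the epimerase of galactose use, rose by 2.76 in CECT10094 against -1.02 in Temohaya-MI26. The differences between strains were not tested. In all, 131 genes rose and 212 fell in CECT10094, and 161 rose and 181 fell in Temohaya-MI26, which gives 497 genes past the limits in either strain. Of the genes that rose, 62 did so in both strains, where independent lists would share 3.39. Of the genes that fell, 126 were shared against 6.17, and no gene moved in opposite directions. Rising genes were 38.2% of the calls in CECT10094, but 75.8% at a fixed limit of 1 on the log2 scale, because the median of all genes lies above 0 there. Across 5814 ORFs the differences of the strains had a Pearson correlation of 0.773, and genes are not independent replicates.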

In the early response, 178 genes were differentially expressed in both strains (Figure 1C). 

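*HSP104*, which encodes the disaggregase of denatured proteins, and *HSP32*, a chaperone gene of the *HSP31* family, rose in both strains after 1 h. Their log2 differences were 3.17 and 3.54 in CECT10094 and 2.45 and 2.83 in Temohaya-MI26. *PUT1*, the proline oxidase gene, rose by 3.32 and 2.85, whereas the proline permease gene *PUT4* rose by 3.30 in CECT10094 and had 1.29 in Temohaya-MI26. The reductase genes *YDL124W* and *GRE3* rose by 3.33 and 3.44 in CECT10094 and by 2.63 and 2.27 in Temohaya-MI26, where *GRE3* no longer passed the limit under quantile normalization. *NCE103*, the carbonic anhydrase gene, rose by 3.54 in CECT10094. Its 2.06 in Temohaya-MI26 lay just under the limit, which it passed under quantile normalization. Contrasts between the strains included *RGI1*, a gene of respiratory growth, with 3.22 in CECT10094 and 0.37 in Temohaya-MI26, and *MPD1*, which encodes a protein disulfide isomerase of the endoplasmic reticulum (ER), with 3.31 and 0.34. Whether any of these genes differs between the strains was not tested, since each value comes from combined slides.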

A total of 46 genes were up-regulated in the tolerant strain, of which 26 were exclusively up-regulated in this strain and some were related with the cellular response to oxidative stress (*YDL124W, GRE3* and *NCE103*), transport and utilization of proline (*PUT4* and *PUT1*), synthesis of mono-unsaturated fatty acids (*OLE1*), molecular chaperones like *HSP104* and *HSP32*, protein folding (*MPD1*) or energy reserve metabolic processes (*RGI1*), and have already been described as key ethanol-tolerance genes. Both strains shared 20 up-regulated genes, the majority of which were related with Heat Shock Proteins (*HSP42, HSP12, HSP26, HSP31*, and *HSP36*), acetyl-CoA biosynthesis, glycolysis, and nitrogen utilization. 

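Small heat shock protein genes rose in both strains. *HSP26*, which encodes a chaperone that holds unfolding proteins, had 5.42 in CECT10094 and 4.40 in Temohaya-MI26, and *HSP42*, another small chaperone, had 4.24 and 3.23. *HSP12*, a membrane-associated stress protein gene, rose by 4.10 and 6.40. *HSP31*, which encodes a glyoxalase and chaperone, rose by 3.38 and 4.76, and *HSP33*, whose sequence is nearly that of *HSP32* so that spotted products may not separate them, by 4.41 and 4.05. limma was fitted to the 8 columns with strain and stage as blocks, so its p measures a change common to both strains against how far the strains' changes differ, not against replicate cultures. The common change was 4.91 for *HSP26* (standard error 0.41, adjusted p = 0.00014), 5.25 for *HSP12* (standard error 0.67, adjusted p = 0.000679) and 4.07 for *HSP31* (standard error 0.45, adjusted p = 0.000439). Of 25 tested genes of cytosolic and mitochondrial chaperones, 12 rose at an adjusted p under 0.05 from limma, 15 when adjusted over the list alone and 8 under quantile normalization. None fell, at an unadjusted p under 0.05 either. Besides *HSP26* and *HSP42* they included the Hsp70 genes *SSA3* and *SSE2*, the Hsp90 genes *HSC82* and *HSP82*, and the Hsp90 co-chaperone genes *AHA1*, *STI1* and *CPR6*. Over 5905 genes, 622 rose and 410 fell by this test. The split was 417 and 529 under quantile normalization and 597 and 633 with columns centred on their medians, an alternative added after the values were seen.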

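The list of general stress genes was shifted upward early in both strains, further in Temohaya-MI26. Of 23 measured genes, 12 rose in CECT10094 and 17 in Temohaya-MI26. *DDR2*, a small stress protein gene, had a log2 difference of 3.51 in Temohaya-MI26 and 2.79 in CECT10094, where the call was lost under quantile normalization. *ALD3*, a cytosolic aldehyde dehydrogenase gene, rose by 5.38 in Temohaya-MI26 and had 2.18 in CECT10094, under its limit. *GRE1*, which encodes a hydrophilin, rose by 3.82 against 1.51. Among genes of spore formation, the spore wall gene *SPS100* rose by 4.71 in Temohaya-MI26 and 2.94 in CECT10094, the septin gene *SPR28* by 2.43 and 3.53, and the glucoamylase gene *SGA1* by 3.26 and 2.29. The CECT10094 calls of *SPS100* and *SGA1* were lost under quantile normalization. *SPR3*, another septin gene, rose by 2.21 in Temohaya-MI26 and was not measured in CECT10094. The sporulation and meiosis list had a shift of 0.51 in Temohaya-MI26, above 98.8% of random lists, and 0.10 in CECT10094, above 71.7% of random lists. *PIR3*, which encodes a glycoprotein of the cell wall, rose by 3.30 in Temohaya-MI26 and had 1.65 in CECT10094. It was the 1 gene of the cell wall list past the limit there, and that list had shifts of 0.12, outside the central range of matched random lists only, and 0.02. In limma 13 of its 56 genes rose and 3 fell (15 and 3 when adjusted over the list alone, 10 and 4 under quantile normalization). The differences between the strains in these genes were not tested.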

In the Temohaya-MI26 strain, specifically up-regulated genes (Shobayashi et al., 2007) were related with the stress response (*DDR2, ALD3*, and *GRE1*), sporulation, cell wall organization and unknown function genes. As expected, after 1 h of ethanol stress, a large number of down-regulated genes encoded components of the protein synthesis machinery. This group represented 64.3 and 70.5% of all the down-regulated genes in CECT10094 and Temohaya-MI26, respectively. 

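Genes of cytosolic ribosomal proteins fell together in both strains. *RPS7A* had a log2 difference of -4.52 in CECT10094 and -4.34 in Temohaya-MI26, and *RPS20* had -4.10 and -4.75. *EFB1*, which encodes a translation elongation factor, fell to -2.17 and -2.69, and *CDC33*, the cap-binding factor eIF4E, to -2.39 and -2.30. *NSR1*, a nucleolar protein gene of ribosome assembly, had -2.57 in CECT10094 and -2.08 in Temohaya-MI26. The ribosomal protein list had shifts of -2.75 and -2.71, below all 10000 random lists in both strains, with 78 of 111 measured genes past the limit in CECT10094 and 71 of 109 in Temohaya-MI26. These genes were 36.8 and 39.2% of all genes that fell, a share that follows the threshold, with 58.7 and 60.7% at a stricter number of standard deviations and 21.6 and 10.5% at a fixed limit of 1. The list holds ribosomal proteins alone, which are part of the machinery of protein synthesis. Ribosome biogenesis genes shifted by -1.15 and -0.93, translation factors by -1.36 and -1.13, and RNA polymerase I and III by -1.04 and -0.84. In limma, 94 of 116 ribosomal protein genes fell at an adjusted p under 0.05 and 1 rose, and 100 fell and 2 rose when adjusted over the list alone. The gene that rose in the fit over all genes was *RPL20B*, singled out after its value was seen. It has no early value in Temohaya-MI26, and the call was lost with centred columns and under quantile normalization. The change common to both strains was -4.43 for *RPS7A* (standard error 0.38, adjusted p = 0.000141 from limma) and -4.42 for *RPS20* (standard error 0.36, adjusted p = 0.00014 from limma). The ribosomal protein list was fixed from textbook knowledge, but the study's own statement on protein synthesis genes had been read by then. 

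**Figure D1:**
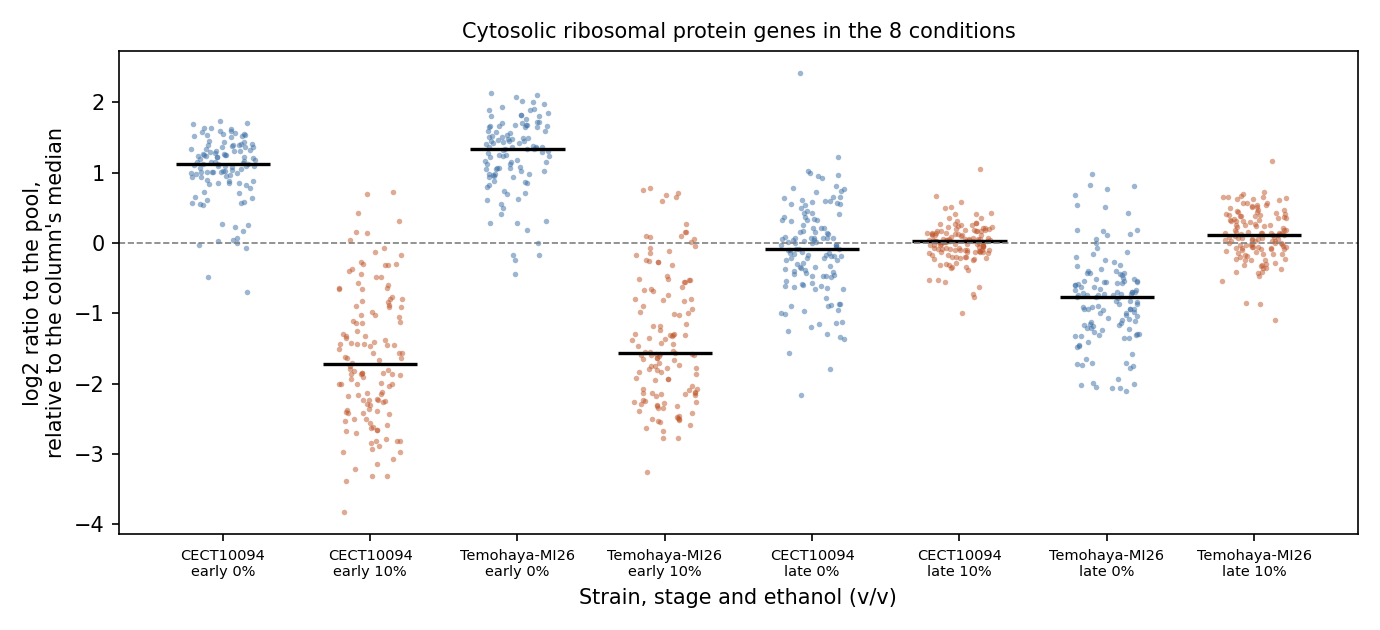
Log2 ratio to the pool of each cytosolic ribosomal protein gene, relative to the median of its array column, in the 8 conditions. Points are genes, blue at 0% and orange at 10% ethanol, black bars are medians, and the early medians fall from 1.13 to -1.72 in CECT10094 and from 1.34 to -1.56 in Temohaya-MI26.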

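Some of the genes that the paper's Supplementary Table 2 groups under a single strain also rose in the other strain after 1 h. The paper's lists start higher than the limits used here. Genes listed for a strain alone had values no lower than 3.08 in CECT10094 and 2.98 in Temohaya-MI26, against limits of 2.29 and 2.07. Of 26 genes listed for CECT10094 alone, which include *AIM17*, *OLE1* and *THI13*, 25 were measured here. Their median log2 difference was 3.44 in CECT10094, where all 25 rose, and 2.27 in Temohaya-MI26, where 13 rose and values ran from 0.01 to 2.96. *AIM17*, a mitochondrial protein gene, had 3.58 and 2.27 in that order. The 20 genes listed for both strains, such as *HSP26* and *SPI1*, had medians of 3.68 in CECT10094 and 4.00 in Temohaya-MI26 and all rose in both. Of 31 genes listed for Temohaya-MI26 alone, such as *SFA1* and *RCK1*, 31 rose in that strain with a median of 3.51. In CECT10094 their median was 1.98 and 11 of them rose. *SFA1*, the formaldehyde dehydrogenase gene, had 3.50 in Temohaya-MI26 and 1.85 in CECT10094, and *RCK1*, a protein kinase gene of oxidative stress, had 3.34 and 1.68. The study chose these genes on the same arrays, so their medians are no independent evidence of a difference between strains.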

All the up-regulated genes after 1 h of ethanol stress for both strains are compiled in Supplementary Table 2.

In the late response, 389 genes were differentially expressed in both strains (Figure 1D). 

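*PHO3*, the acid phosphatase gene that thiamine represses, fell by 5.10 on the log2 scale in CECT10094 and fell by 5.51 in Temohaya-MI26. It lies on the right arm of chromosome II, where late values without ethanol were raised. *GAP1*, the general amino acid permease gene, fell by 2.94 in CECT10094 and fell by 3.88 in Temohaya-MI26, and *WTM1*, a transcriptional modulator gene, by 3.79 and 2.49. *PIC2*, a mitochondrial copper and phosphate carrier gene, rose by 2.62 and 1.98, and *NCA3*, which regulates mitochondrial ATP synthase subunits, by 1.86 and 3.64. *ADH4*, an alcohol dehydrogenase gene, fell by 4.99 in CECT10094 and had -0.35 in Temohaya-MI26, a contrast that was not tested. In all, 166 genes rose and 171 fell in CECT10094 and 167 rose and 138 fell in Temohaya-MI26, with 564 past the limits in either strain. Of these, 30 rose and 47 fell in both, where independent lists would share 4.94 and 3.40. The Pearson correlation of the differences was 0.517 across 5474 ORFs. At a fixed limit of 1 on the log2 scale rising genes were 13.1% of the calls in CECT10094 and 29.0% in Temohaya-MI26, against 49.3 and 54.8% at the limits used here. limma found 48 genes higher and 413 lower over the strains together at an adjusted p under 0.05, but 37 and 29 under quantile normalization and 126 and 250 with columns centred on their medians, so the direction of its calls follows the scaling. ORFs of chromosomes I, II (right arm) and III lay 0.46 and 0.69 above the array median in the late columns without ethanol of CECT10094 and Temohaya-MI26, which lowers their late differences. In the late columns with ethanol they lay 0.13 and 0.20 above it, and their late differences shifted by -0.34 and -0.43. This works against a call of rising for these ORFs and toward a call of falling.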

A total of 178 genes were up-regulated in the CECT10094 strain, of which 159 were exclusively up-regulated in this strain. Some were related to protein folding (*ERO1, LHS1, SBA1*, and *SSE2*), ATP synthesis (*ATP1*-*4, ATP7*, and *ATP20*), ergosterol biosynthesis (*ERG5* and *ERG20*), heat shock protein (*HSP104, HSP31*, and *HSP82*), long-chain fatty acid transport (*FAT1*), phosphatidylcholine biosynthesis (*CHO2*), vacuolar acidification (*VMA8* and *VMA10*), Ty element transposition (*YMR051C, YJR028W, YAR009C, YJR026W, YML045W, YML040W, YMR046C, YAR010C*, and *YCL020W*), removal of superoxide radicals (*CUP1-1*), and protein degradation (*CDC34, PRE1, PRE4, PRE6*-*7, PUP2, RPN12, RPN5, RPN8, RPT4*-*5, SCL1*, and *UBC1*). 

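*SBA1*, the co-chaperone p23 of Hsp90, had a log2 difference of 1.72 in CECT10094 and 0.80 in Temohaya-MI26, and *HSP31* had 1.69 and 0.26. *HSP82*, which encodes Hsp90, rose in both strains, by 2.83 and 1.61. *HSP104* with 1.01 and the Hsp110 gene *SSE2* with 0.95 stayed under the CECT10094 limit. *SSE2* lies on the right arm of chromosome II, where late values without ethanol were raised. *FAT1*, a fatty acid transporter gene of the same arm, rose by 1.29 in CECT10094 and had -0.70 in Temohaya-MI26. *CHO2*, the phosphatidylethanolamine methyltransferase gene, rose by 1.31 against 0.09, and the metallothionein gene *CUP1-1* by 1.47 against 0.34. The proteasome lid subunit gene *RPN5* rose by 2.60 in CECT10094 and had 1.15 in Temohaya-MI26, *RPN8* rose by 1.80 against -0.07, and the ATPase subunit gene *RPT4* by 1.64 against 0.23. The core subunit genes *PRE4* and *SCL1* rose in both strains, by 1.36 and 1.48 in CECT10094 and by 1.26 and 1.38 in Temohaya-MI26. *PUP2*, another core subunit gene, had 1.24 in CECT10094, just past the limit, and did not pass it in the difference table of the authors. The ubiquitin-conjugating enzyme genes *UBC1* and *CDC34* rose by 1.76 and 1.45 in CECT10094, against 0.29 and -0.19. The strain differences of single genes were not tested.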

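*HSC82*, the constitutive Hsp90 gene, rose late in both strains, with a log2 difference of 3.15 in CECT10094 and 2.50 in Temohaya-MI26. *YHB1*, the flavohemoglobin gene that detoxifies nitric oxide, rose by 1.72 and 3.06, and *MSN4*, which encodes a transcription factor of the general stress response, by 1.39 and 2.50. *YGP1*, a cell wall glycoprotein gene induced by starvation, rose by 1.89 and 3.20. *ECM4* rose by 2.62 in Temohaya-MI26 and had 0.99 in CECT10094. The amino acid permease genes *BAP2* and *TAT1* rose by 2.22 and 2.12 in Temohaya-MI26 and had 1.20 and 0.98 in CECT10094. Both permease genes lie on the right arm of chromosome II, where late values without ethanol were raised. In limma the change common to both strains was 2.83 for *HSC82* (standard error 0.36, adjusted p = 0.0046), 2.39 for *YHB1* (standard error 0.47, adjusted p = 0.0193) and 2.54 for *YGP1* (standard error 0.41, adjusted p = 0.0133).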

The two strains shared 19 up-regulated genes, which were mainly related with the response to stress (*HSC82, YHB1*, and *MSN4*), cell wall organization and biogenesis (*YGP1* and *ECM4*) and amino acid transport (*BAP2* and *TAT1*). 

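*ADH6*, the NADPH-dependent medium-chain alcohol dehydrogenase gene, had a late log2 difference of 3.22 in Temohaya-MI26 and -0.69 in CECT10094. *HSP12* rose by 2.69 in Temohaya-MI26 and had -0.41 in CECT10094, although both strains had raised it after 1 h. *DIT1*, an enzyme gene of the dityrosine layer of the spore wall, rose by 3.18 against -0.70. *UBX6*, which encodes a partner of the Cdc48 segregase, rose by 1.96 against 0.06. These 4 contrasts between strains come from combined slides and were not tested.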

In the Temohaya-MI26 strain, there were 29 specifically up-regulated genes, some of which were related with the alcohol metabolic process (*ADH6*), heat shock protein (*HSP12*) and sporulation (*UBX6* and *DIT1*). 

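Of 159 late genes that the paper's Supplementary Table 2 lists for CECT10094 alone, which include *RPN5*, *ATP4* and *ERG20*, 158 were measured here. Their median log2 difference was 1.51 in CECT10094, where 138 rose, and 0.39 in Temohaya-MI26, where 24 rose. The 19 genes listed for both strains, such as *HSC82* and the thioredoxin reductase gene *TRR1*, had medians of 1.30 in CECT10094, where 13 rose, and 2.12 in Temohaya-MI26, where all rose. *TRR1* had 1.28 and 1.93 in that order, and the methionine permease gene *MUP1* had 0.92 and 1.96. For Temohaya-MI26 alone the copy of the table held 28 genes, such as *ILV5* and *RPL12A*, and all 28 rose there with a median of 2.11. None of them rose in CECT10094, where the median was -0.01. Relative to the median of all genes, the medians of this group were 2.36 in Temohaya-MI26 and 0.50 in CECT10094. *ILV5*, a gene of branched-chain amino acid synthesis, had 1.94 in Temohaya-MI26 and -0.19 in CECT10094. Here too the study chose the genes on these arrays. Genes listed for a strain alone had values no lower than 0.91 in CECT10094 and 1.89 in Temohaya-MI26, against limits of 1.23 and 1.25 here.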

All the up-regulated genes in the late response for both strains are compiled in Supplementary Table 2. It is noteworthy that in the genes expressed only in tolerant strain CECT10094 after 1 h under ethanol stress, the GO-Term analysis identified GO categories that were related to the response to oxidative stress, proline metabolic process and thiamine-containing compound biosynthesis, unlike the less tolerant strain, which did not present GO terms related with known ethanol tolerance mechanisms (Table 2). 

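*THI13*, *THI12* and *THI11*, nearly identical genes for a pyrimidine precursor of thiamine, had log2 differences of 4.50, 4.30 and 3.08 in CECT10094 and 0.90, 0.55 and 0.01 in Temohaya-MI26. Their signals on spotted products are not separable. The list of thiamine synthesis had an early shift of 0.77 in CECT10094, above 99.99% of random lists, and 0.38 in Temohaya-MI26, above 93.9% of random lists and outside the central range of matched ones, with *SNZ3* past the limit there. Genes against oxidative stress were shifted upward in both strains. Their list moved by 0.56 in CECT10094, above 99.9% of random lists, and by 0.95 in Temohaya-MI26, above all 10000 random lists. The single genes past the limits were *OYE3*, an old yellow enzyme, in CECT10094 and *GTT1*, a glutathione transferase gene, in Temohaya-MI26. In limma 7 of 28 of them rose at an adjusted p under 0.05, among them the glutaredoxin genes *GRX1* and *GRX2* and the thioredoxin gene *TRX2*, 9 rose when adjusted over the list alone and 4 under quantile normalization. None fell in limma, at an unadjusted p under 0.05 either. The 7 proline genes shifted by 0.33 in CECT10094, above 83.6% of random lists, and by 0.88 in Temohaya-MI26, above 98.2% of random lists, but inside the central range of random lists matched on the mean log2 ratio. *PUT1*, *PUT2* and *PUT4* rose by limma in both strains together, also when adjusted over the list alone, where 1 gene fell. The difference between strains was -0.57 for the oxidative stress list as CECT10094 minus Temohaya-MI26, above 0.01% of random lists, and so toward Temohaya-MI26. It was 0.33 for the proline list, above 87.9% of random lists, and -0.12 for the thiamine list, above 23.1% of random lists, both inside the central range. These come from 1 column per condition. The thiamine and proline lists were written after the paper's categories had been read, so they are not independent of the study.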

In the late response, CECT10094 showed GO terms related with the protein folding, proteosomal ubiquitin-independent catabolic process, RNA-mediated transposition, ATP synthesis coupled proton transport, and proton transport. 

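*HSC82* and *HSP82*, the genes of Hsp90, were higher late in limma in both strains. The genes *AHA1*, the Hsp90 ATPase activator, and *YDJ1*, an Hsp40, were higher too, and *CDC37*, a kinase-specific co-chaperone, was lower. The chaperone list had a late shift of 1.24 in CECT10094 with 6 of 25 genes past the limit, and 0.80 in Temohaya-MI26 with 5 of 26, which included the mitochondrial chaperonin genes *HSP60* and *HSP10*. Both shifts lay above all 10000 random lists. limma found 4 of 25 higher and 1 lower at an adjusted p under 0.05, and 5 higher and 1 lower when adjusted over the list alone. Under quantile normalization 3 were higher and none lower, so the call of *CDC37* was lost. Proteasome genes were shifted upward in CECT10094, with a shift of 1.29 and 11 of 34 past the limit. In Temohaya-MI26 the shift was 0.52, also above all 10000 random lists, with 2 past the limit. After 1 h the order was the other way, 0.49 in CECT10094, inside the central range of matched random lists, and 1.27 in Temohaya-MI26. Strain differences in this list were -0.73 early, below all 10000 random lists, also when matched, and 0.38 late, above 99.1% of random lists, which was no longer outside the central range when random lists were matched on the mean log2 ratio. In limma 13 of 34 rose and 1 fell early (25 and 1 when adjusted over the list alone, 6 and 1 under quantile normalization). Late, *RPN5*, *PRE4* and *SCL1* rose and *RPN13* fell, with 4 and 1 when adjusted over the list alone, but 1 higher and none lower under quantile normalization. The list of respiratory chain genes shifted late by 0.95 in CECT10094, inside the central range of matched random lists, and by 0.24 in Temohaya-MI26. Past the limits were 8 of 27 in CECT10094, such as *QCR6* and *CYT1*, and 4 in Temohaya-MI26, *CYC1*, *NDE1*, *RIP1* and *COX5A*. The strain difference of the list lay inside the central range. *SSS1*, a subunit of the ER translocon, rose in CECT10094, where the translocation and glycosylation list shifted by 0.56, above 99.7% of random lists, against 0.06. The proteasome list was chosen with the study's categories known, so it is not independent evidence.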

At this time point, Temohaya-MI26 did not show GO terms relate with ethanol tolerance mechanisms either.

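In Temohaya-MI26, ribosomal protein and purine genes were higher late with ethanol than without it. *RPL24A* had a log2 difference of 2.06 in Temohaya-MI26 and 1.06 in CECT10094, and *RPS12* had 1.63 and -1.30. *NSR1*, the nucleolar protein gene, rose by 3.12 against -0.57. The ribosomal protein list shifted by 1.04, above all 10000 random lists, with 20 of 126 genes past the limit. In CECT10094 it shifted by 0.05, above 71.7% of random lists but above only 0.53% of those matched on the mean log2 ratio. Its own median there was -0.46, so the sign depends on the scaling. Columns without ethanol carry most of this contrast, since the list's median relative to its column was -0.77 there in Temohaya-MI26 and -0.09 in CECT10094. The purine synthesis list shifted by 0.79, above all 10000 random lists, with the GMP synthase gene *GUA1*, *IMD4* and *PRS1* past the limit, against 0.08 in CECT10094. Hexose transporter genes shifted by 0.24 in Temohaya-MI26, above 91.4% of random lists, where *HXT1*, *HXT3*, *HXT4* and *HXT7* rose. In CECT10094 they shifted by -0.26, above 11.7% of random lists. Both shifts lay inside the central range, though that of CECT10094 lay outside it for matched lists. The strain difference, CECT10094 minus Temohaya-MI26, was -0.94, outside the central range.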

**Table 2:** **Enrichment of the functional categories of the up-regulated genes during ethanol stress in the CECT10094 and Temohaya-MI26 strains^a^**.

**GO ID**	**Biological process**	***p*-value**	**Up-regulated genes**	**Total genes**
**EARLY PHASE**				
**Up-regulated genes in the CECT10094 strain under ethanol stress**				
GO:0006979	Response to oxidative stress	0.0052	6	91
GO:0019321	Pentose metabolic process	0.0170	3	14
GO:0055114	Oxidation-reduction process	0.0001	14	450
GO:0044281	Small molecule metabolic process	0.0054	17	49
GO:0042724	Thiamine-containing compound biosynthetic process	0.0259	3	16
GO:0006560	Proline metabolic process	0.0393	2	9
**Up-regulated genes in the Temohaya-MI26 strain under ethanol stress**				
GO:0055114	Oxidation-reduction process	0.0001	15	450
GO:0016052	Carbohydrate catabolic process	0.0048	7	120
GO:0046365	Monosaccharide catabolic process	0.0214	5	66
GO:0006098	Pentose-phosphate shunt	0.0291	3	15
**LATE PHASE**				
**Up-regulated genes in the CECT10094 strain under ethanol stress**				
GO:0010499	Proteasomal ubiquitin-independent protein catabolic process	0.0005	6	14
GO:0032196	Transposition	0.0053	13	114
GO:0032197	Transposition, RNA-mediated	0.0190	12	110
GO:0055114	Oxidation-reduction process	0.0105	28	450
GO:0090342	Regulation of cell aging	0.0459	3	4
GO:0006122	Mitochondrial electron transport, ubiquinol to cytochrome c	0.0031	5	11
GO:0015986	ATP synthesis-coupled proton transport	0.0062	7	30
GO:0042026	Protein refolding	0.0375	5	17
GO:0022900	Electron transport chain	0.0036	10	64
GO:0015992	Proton transport	0.0293	7	42
**Up-regulated genes in the Temohaya-MI26 strain under ethanol stress**				
GO:0006177	GMP biosynthetic process	0.0007	3	5
GO:0015864	Pyrimidine nucleoside transport	0.0118	2	2
GO:0009123	Nucleoside monophosphate metabolic process	0.0418	4	42
GO:0009163	Nucleoside biosynthetic process	0.0271	5	70

a *GO categories were analyzed using the GO-TermFinder web tool (http://go.princeton.edu/cgi-bin/GOTermFinder) and employing Bonferroni's correction and a p-value threshold of 0.05, redundant GO terms were removed using the REViGO web server (http://revigo.irb.hr/)*.

It should be noted that, although more genes were up-regulated in the late response (207 genes), only 17.96% of them were associated with the ethanol stress response in previous studies with microarrays, while the up-regulation of 59.74% of our genes in the early response (77 genes) has been observed in previous studies (Supplementary Table 2), probably because most microarrays studies done to date have focused on early stages of ethanol stress response.

### Unfolded protein response and ethanol stress

Taking into account the presence of up-regulated genes associated with the accumulation of unfolded proteins and GO categories related with protein refolding in the most tolerant strain under ethanol stress, we explore the possibility that the unfolded protein response, mediated by transcription factor Hac1p, was implicated in ethanol tolerance. Based on this premise, we carried out a promoter analysis of those genes overexpressed specifically in each strain under ethanol stress to determinate the percentage of the up-regulated genes directly related with transcription factor Hac1p during ethanol stress. A search in the YEASTRACT database revealed that 19.23% of the genes exclusively overexpressed in the early phase of ethanol stress and 5.73% of the genes exclusively overexpressed in the late phase of ethanol stress presented regulatory associations with Hac1p in the most ethanol-tolerant strain CECT10094 while Hac1p regulated genes were not found in the Temohaya-MI26 strain in either growth stage (Table 3). This evidence suggests that increased tolerance to ethanol can be related to an enhanced unfolded protein response (UPR). 

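Genes of ER protein folding moved further in CECT10094 than in Temohaya-MI26 after 1 h, and few passed the limits. *PDI1*, the protein disulfide isomerase gene, had a log2 difference of 2.80 in CECT10094 and 0.76 in Temohaya-MI26, and its relative *EUG1* had 1.58 and 0.04. *HAC1* itself, whose mRNA is spliced by Ire1p to start the unfolded protein response, had 1.00 and -0.39, and *SIL1*, an exchange factor of the ER chaperone Kar2p, had 1.74 and -0.12. An array ratio of *HAC1* does not measure its splicing. The list of ER folding genes shifted by 0.43 in CECT10094 early, above 96.7% of random lists but inside the central range, also of matched ones. There *MPD1*, *ERO1* and *PDI1* passed the limit. In Temohaya-MI26 the early shift was 0.07, above 61.8% of random lists, with *ERO1* past the limit. Late the list shifted by 0.45 in CECT10094, above 96% of random lists and inside their central range, but outside that of matched ones. In Temohaya-MI26 the late shift was -0.07. The late shift in CECT10094 is positive because the median of all genes was lower than the list's own median of -0.06. The strain difference, CECT10094 minus Temohaya-MI26, was 0.52 early, above 99.7% of random lists, with 13 of 15 genes above the median of all genes, and 0.79 late, above 99.9% of random lists, with 12 of 15. In limma *PDI1*, *ERO1* and *MPD1* rose early, also when adjusted over the list alone, and 2 genes rose under quantile normalization. No gene fell, at an unadjusted p under 0.05 either. Late, *FPR2* fell, a call lost with columns centred on their medians and under quantile normalization, and 1 gene rose and 4 fell when adjusted over the list alone. From the share of the up-regulated genes that Hac1p is recorded to regulate in each strain (Table 3), the paper proposes that higher ethanol tolerance can be related to a stronger unfolded protein response. Its further evidence is growth with β-mercaptoethanol, a correlation of tolerances across strains and a fluorescent reporter. Those experiments were not analysed here. The list was written with the study's interest in this response known, and the strain difference comes from 1 column per condition.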

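Targets of Msn2p and Msn4p rose widely after 1 h, with *HSP12*, *DDR2*, *SPI1* and *HSP31* among them in both strains. The list of these general stress genes shifted by 2.14 in CECT10094 and 3.57 in Temohaya-MI26, above all 10000 random lists in both, and 12 and 17 of 23 genes passed the limits. *GPD1*, the glycerol phosphate dehydrogenase gene, and *PNC1*, a nicotinamidase gene, were among those that rose in CECT10094. The strain difference of -0.84, below all 10000 random lists, lies toward Temohaya-MI26. In limma 20 of 24 rose at an adjusted p under 0.05, and 22 when adjusted over the list alone. Late shifts were -0.22 and 0.17, the latter of the opposite sign under quantile normalization. *YGP1* was the gene that rose late in limma, and *TFS1* and *HSP30* fell, also when adjusted over the list alone. *HSP30* lies on chromosome III, where late values without ethanol were raised. Genes of cytosolic and mitochondrial chaperones shifted early by 0.72 in CECT10094 and 1.16 in Temohaya-MI26, with a strain difference of -0.47. Trehalose and glycogen genes, such as the synthase genes *TPS1* and *GSY2*, shifted early by 0.99 in CECT10094 and 0.64 in Temohaya-MI26, the latter inside the central range of random lists matched on the mean log2 ratio. In limma 6 of 18 rose (8 when adjusted over the list alone, 2 under quantile normalization).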

Other stress-related transcription factors, such as Msn2p/Msn4p for general stress, Hsf1p for heat stress, and Yap1p for oxidative stress, were also found (Table 3).

**Table 3:** **A promoter region analysis showing % of the up-regulated genes containing binding sites exclusively in the CECT10094 and Temohaya-MI26 strains after addition of ethanol**.

**Transcription Factor**	**CECT10094**		**TEMOHAYA-MI26**	
	**Early (%)**	**Late (%)**	**Early (%)**	**Late (%)**
Msn2p	65.4	32.5	90.3	35.7
Msn4p	65.4	28.0	87.1	42.9
Hsf1p	61.5	17.2	48	17.9
Hac1p	19.2	5.7	0.0	0.0
Yap1p	53.9	29.3	45.2	39.3

*Promoter regions were analyzed by YEASTRACT database in order to find transcription factor-binding sites*.

In order to correlate the Hac1p-mediated UPR response with ethanol tolerance, we studied the growth of the Temohaya-MI26 and CECT10094 strains at different concentrations of endoplasmic reticulum (ER) stressor β-mercaptoethanol (BME), which prevents disulfide-bond formation. The results showed that Temohaya-MI26 plate growth was significantly affected with the presence of 5 but especially with 15 mM of BME in GPY medium (Figure 2A). In contrast, CECT10094 growth was not significantly affected by BME. With the purpose of clarify this physiological difference among both strains we estimated the non-inhibitory concentration (NIC) and the minimum inhibitory concentration (MIC) by studying yeasts growth in flasks with a range of BME concentrations. Figure 2B shows the curve fitting for both strains with an *R*^2^ ranging from 0.96 to 0.99. The CECT10094 and Temohaya-MI26 strains gave significant differences in the NIC values of 6.54 ± 1.48 mM and 2.80 ± 0.90 mM, and in the MIC values of 36.74 ± 2.96 mM and 7.29 ± 2.04 mM, with a *p*-value of 0.01 and 0.0001 for the NIC and MIC values, respectively. Hence the Temohaya-MI26 strain gave lower NIC and MIC values than the CECT10094 strain, which is indicative of higher susceptibility to the protein denaturant BME. This experiment suggests that strains with an enhanced UPR also have increased ethanol tolerance.

**Figure 2:**
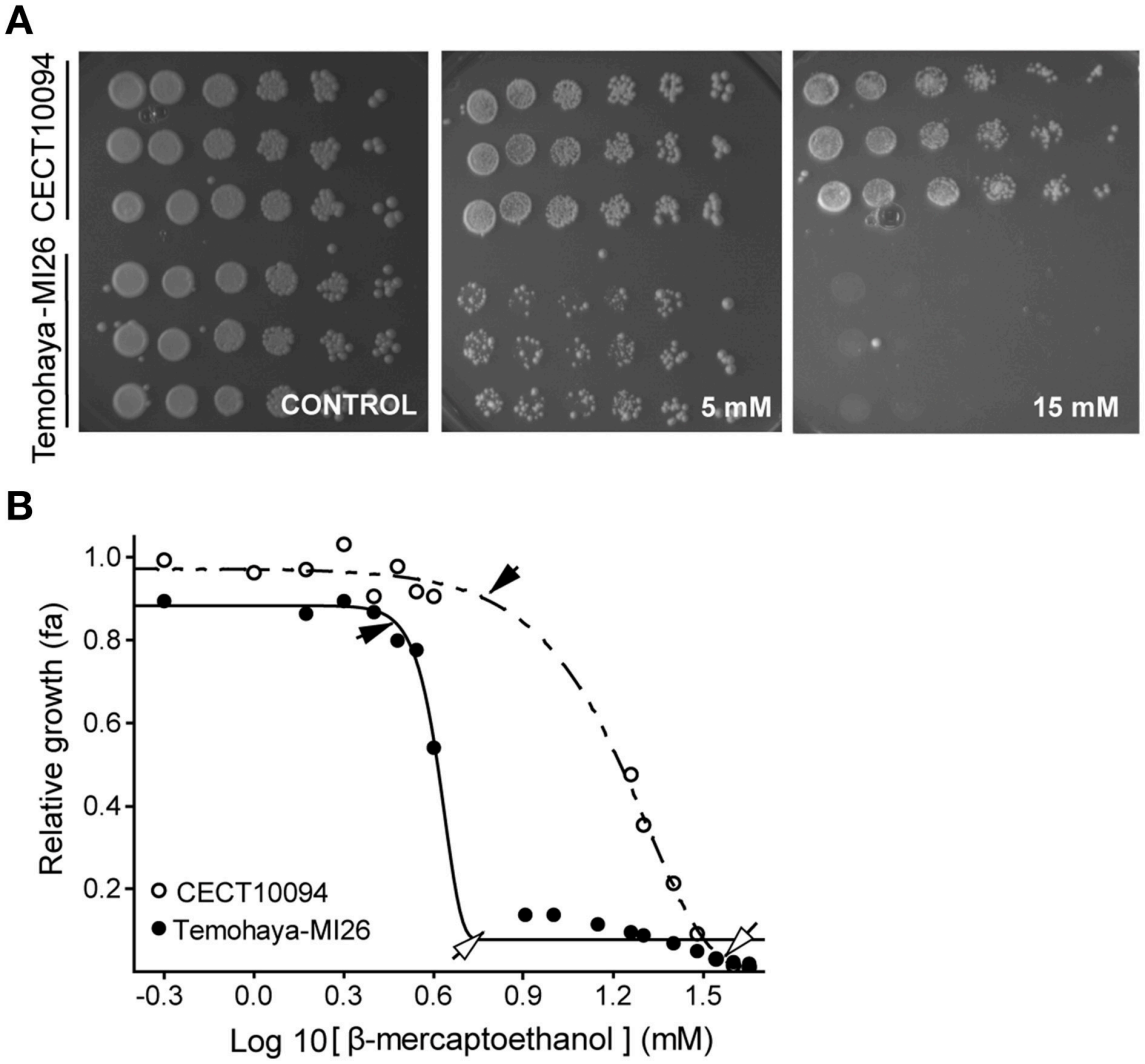
**Tolerance to the protein denaturing agent BME in CECT10094 and PE35M strains. (A)** Drop test analysis in GPY media and in presence of 5 or 15 mM BME. The plates were grown for 6 days at 28°C. **(B)** Estimation of the minimum inhibitory concentration (empty arrows) and the non-inhibitory concentration (black arrows) of the CECT10094 and Temohaya-MI26 strains to protein denaturing agent β-mercaptoethanol. Curve fitting was achieved with a modified Gompertz function for decay.

To further ascertain the correlation between UPR and ethanol tolerance, we analyzed the growth of 15 *S. cerevisiae* strains in GPY medium modified with different stressors, such as tunycamicine, ethanol, BME, oxygen peroxide, and GPY medium at pH 10. Then we studied the correlation between ethanol and ER stress and compared it to other stresses, such as oxidative, osmotic, and high pH stress. The correlation analysis (Table 4) showed that tolerance to ethanol and protein folding stress (BME and tunycamicine) correlated significantly, whereas other stresses showed no correlation.

**Table 4:** **Correlation between yeast population behavior after treatment with different agents**.

	**10%**	**BME**	**H_2_O_2_**	**pH 10**	**TM (1 μg/mL)**
	**Ethanol**	**(30 mM)**	**(3 mM)**		
10% Ehanol	–	**0.02**	0.29	0.05	**0.01**
BME (30 mM)		–	0.08	0.24	**0.01**
H_2_O_2_ (3 mM)			–	0.05	0.12
pH 10				–	0.08
TM (1 μg/mL)					–

*Bold numbers indicate correlation between stressors (p < 0.05)*.

After confirm the physiological relation among ethanol stress and unfolded protein response we wanted to determine if ethanol stress induced UPR activation. To test this hypothesis we used a previously described mCherry UPR reporter containing four Hac1p binding sites. After marker swap, we introduced the plasmid with the reporter in the Temohaya-MI26 and CECT10094 strains. Finally, modified strains were inoculated in complete media with or without 10% ethanol and samples were taken to observe UPR activation by flow cytometry. The results (Figure 3A) show that any strain increased mCherry levels in complete media without ethanol during the first 6 h. Also, almost no activation was observed in Temohaya-MI26 strain with 10% ethanol in the media. However, the ethanol tolerant strain CECT10094 increased mCherry levels when 10% ethanol was present in the media, reaching a maximal value of 2.2-fold after 6 h. This result confirmed that ethanol stress activates UPR, especially in ethanol tolerant strains.

**Figure 3:**
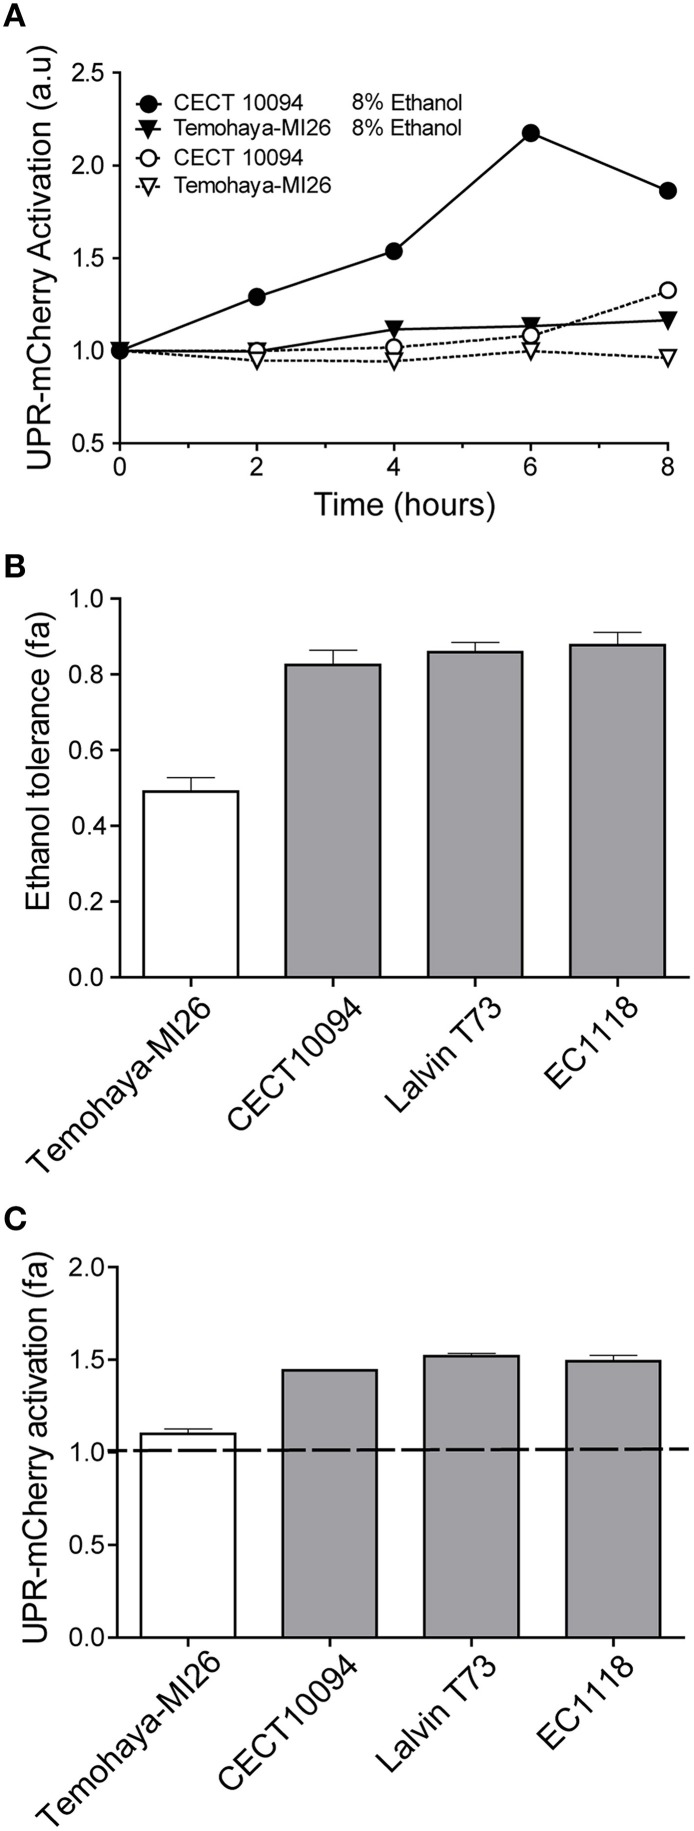
**Relation between ethanol tolerance and UPR signaling under ethanol stress**. **(A)** UPR activation was analyzed measuring the fluorescence intensity by flow cytometry in Temohaya-MI26 and CECT10094 strains containing UPR mCherry reporter after resuspension of exponentially growing cells in control medium or containing 10% of ethanol. Experiments were done in triplicate and data were normalized to its initial point. Calculated standard deviations did not exceed 5% of the average. **(B)** Ethanol tolerances in Temohaya-MI26, CECT 10094, Lalvin T73, and EC1118 strains were determined comparing yeast growth curve in GPY and GPY modified with 10% ethanol. Fractional area (fa) was calculated normalizing the area under the curve in GPY 10% ethanol respect to control. Three biological replicates were done and the mean value and standard deviation is shown. **(C)** UPR-mCherry activation in response to ethanol stress in Temohaya-MI26, CECT 10094, Lalvin T73, and EC1118 strains. The fractional area of mCherry intensity was obtained by the quotient between the area under the curve of the intensity of the reporter in GPY medium with ethanol (10%) and control medium after 6 h of growth. The dotted line shows the threshold value above which the activation of the reporter is higher than in non-stress conditions (control). Gray bars represent the strains isolated from wine fermentation while the white bar shows the strain isolated from traditional fermentations.

The different levels of UPR activation after ethanol stress in Temohaya-MI26 and CECT10094 prompted us to investigate whether other ethanol tolerant strains have an increased UPR after ethanol stress. To evaluate this hypothesis we selected two different industrial *S. cerevisiae* wine strains previously characterized as ethanol tolerant strains, T73 and EC1118. First we evaluated ethanol tolerance by following cell growth after 10% ethanol stress (Figure 3B). The results show that wine strains show high levels of ethanol tolerance as CECT10094, comparing to Temohaya-MI26. Next we wanted to evaluate UPR activation in response to ethanol in the same strains and for that we performed the same experimental set up as described previously for CECT10094 and Temohaya-MI26 (Figure 3C). The UPR mCherry reporter activation for all the strains was quantified and represented in Figure 3C. The results showed that strains with high ethanol tolerance also present UPR activation whereas Temohaya-MI26, showing low ethanol tolerance, showed almost no UPR activation. These results also point to a functional role of the UPR in the ethanol tolerance in yeast cells and suggest substantial degree of phenotypical diversity among the different *S. cerevisiae* strain types regarding UPR after cytotoxic ethanol effects.

## Discussion

### Early and late response to ethanol stress

In the present work, we analyzed yeast responses against ethanol stress in two strains which differed in terms of ethanol tolerance in two growth stages. Our results revealed that optimal tolerance of yeasts to ethanol implied a series of dynamic events prolonged in the time rather than a short transient response. Our results suggest that ethanol stress-essential genes may be more relevant for long-term adaptation or for subsequent stresses than the immediate response to stress, and that the network of induced genes is more important for adaptation to stress than the effect of a single gene. Besides we observed very dynamic responses (only 3.5 and 3.22% of commonality comparing both time points analyzed in the CECT10094 and Temohaya-MI26 strains, respectively) which hints that ethanol yeast tolerance is a procedure involving numerous events that interact over time.

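Few genes rose at both stages. In CECT10094 they were 12, where independent lists would share 3.60, and included *ERO1*, *HSP31*, *YGP1*, *PIC2* and *NCA3*. In Temohaya-MI26 they were 16 against 4.36, and included *HSP12*, *ECM4*, *PIR3* and the transaldolase gene *NQM1*. *YML131W* and *YMR090W*, genes of little known function, rose at both stages in both strains. *YML131W* had 3.30 and 4.29 early and 1.56 and 1.69 late in CECT10094 and Temohaya-MI26, and *YMR090W* had 3.48 and 4.43 early and 1.84 and 1.48 late. Both were singled out after their values were seen. Shared genes were 4.21% of the genes that rose at either stage in CECT10094 and 5.13% in Temohaya-MI26. Some genes turned round. In Temohaya-MI26, 20 genes fell early and rose late, against 4.99 for independent lists, and they included *RPL12A*, *RPL17A*, *RPS13*, *RPS23A*, *GUA1* and *IMD4*. In CECT10094 such genes were 8, against 5.81. *ACS1*, the acetyl-CoA synthetase gene, and *TFS1*, an inhibitor of carboxypeptidase Y, rose early and fell late in Temohaya-MI26. *ACS1* lies on chromosome I, where late values without ethanol were raised. Across ORFs, early and late differences had a Pearson correlation of -0.088 in CECT10094 and -0.066 in Temohaya-MI26, with -0.114 and -0.058 for Spearman's rank correlation, and genes are not independent replicates. From the small overlap between stages, the paper proposes that tolerance is built by many events that interact over time.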

According to the transcriptomic analysis, in the early ethanol stress stages, the ethanol-tolerant CECT10094 strain showed an overexpression of the genes related to transport and utilization of proline, synthesis of mono-unsaturated fatty acids, molecular chaperones, and response to oxidative stress, which were not seen in the less tolerant strain. Some of these genes have been previously described as key ethanol-tolerance genes that counteract the fluidizing effect of ethanol, inhibit aggregation during protein refolding and reduce the reactive oxidative species (ROS) produced during ethanol stress (Alexandre et al., 2001; Chandler et al., 2004). Several genes involved in NADH/NADPH regeneration were up-regulated in the CECT10094 strain in early stages of ethanol response, including *ZWF1, SOL4*, and *ALD4*. 

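*ZWF1*, which encodes the first enzyme of the pentose phosphate pathway, rose early by 3.14 in CECT10094 and 2.96 in Temohaya-MI26, and *SOL4*, a lactonase gene of the same pathway, by 3.36 and 3.30. *ALD4*, the mitochondrial aldehyde dehydrogenase gene, rose by 5.23 in CECT10094 and was not measured in Temohaya-MI26 at this stage. The change common to both strains was 3.05 for *ZWF1* (standard error 0.37, adjusted p = 0.000588 from limma) and 3.33 for *SOL4* (standard error 0.36, adjusted p = 0.000395 from limma). The list of this pathway and NADPH sources shifted by 0.51 in CECT10094, above 99.1% of random lists, and 0.33 in Temohaya-MI26, above 89.2% of random lists. The first lay inside the central range of random lists matched on the mean log2 ratio. Members moved both ways, since the dehydrogenase gene *GND2* rose and the epimerase gene *RPE1* fell in both strains. Late, the list shifted by -0.79 in CECT10094 and -0.05 in Temohaya-MI26.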

NADPH is required by glutathione and thioredoxin as a reducing agent to reduce oxidized glutathione (GSSG) and thioredoxin, these being key elements to counteract oxidative stress. In addition, NADPH is necessary to carry out NADH-dependent desaturation of stearic acid in oleic acid, and is considered the main determinant of ethanol tolerance in *S. cerevisiae* (You et al., 2003), formed by the catabolic membrane desaturase encoded by *OLE1*, which is also up-regulated in the CECT10094 strain. In contrast to other studies (Chandler et al., 2004; Ma and Liu, 2010a), our data and Shobayashi et al. (2007) have observed enhanced mRNA levels of *OLE1* in the early stages of ethanol stress. This suggests that not only mRNA stability, translation, and enzyme reactions with carbon and oxygen sources regulate unsaturated fatty acid (UFA) biosynthesis (Martin et al., 2007), but transcription levels can also play a more important role than previously thought.

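*OLE1*, the delta-9 desaturase gene that makes oleic and palmitoleic acid, had an early log2 difference of 3.10 in CECT10094 and 1.15 in Temohaya-MI26, a contrast that was not tested. Late it had -0.56 and -0.53. The list of fatty acid synthesis and desaturation shifted by -0.31 and -0.28 early, inside the central range of random lists in both strains. In limma *OLE1* and the acyl-CoA synthetase gene *FAA1* rose early, while the elongase genes *ELO2* and *ELO3* and the synthase subunit gene *FAS2* fell. 2 rose and 3 fell when adjusted over the list alone. Phospholipid synthesis genes shifted by 0.52 in CECT10094, above 99.3% of random lists, and by 0.04 in Temohaya-MI26. *OPI3*, a methyltransferase gene of phosphatidylcholine synthesis, was the member past the limit in both strains.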

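*ATP4*, a stator subunit gene of the mitochondrial ATP synthase, had a late log2 difference of 2.25 in CECT10094 and 1.05 in Temohaya-MI26, and *ATP3*, the gamma subunit gene, had 1.70 and 0.05. *ATP3* lies on the right arm of chromosome II, where late values without ethanol were raised. *ATP1*, the alpha subunit gene, rose by 1.24 against -1.01, *ATP7* by 1.24 against 1.07 and *ATP20* by 1.31 against 0.59. None of these 3 passed the limit under quantile normalization, and *ATP1* and *ATP7* did not pass it in the authors' difference table. *ATP2*, the beta subunit gene, had 0.41 and -0.26. *ATP5* rose in Temohaya-MI26 by 1.59 and had 0.60 in CECT10094. The 11 nuclear genes of the enzyme shifted by 1.36 in CECT10094, above 99.99% of random lists, and by 0.30 in Temohaya-MI26, above 90.6% of random lists, the latter of the opposite sign under quantile normalization. The strain difference of 0.97, above 99.98% of random lists, came inside the central range of random lists matched on the mean log2 ratio. Early shifts were -1.16 and -0.52. In limma *ATP4* rose late in both strains by 1.65 (standard error 0.41, adjusted p = 0.0351). It was the 1 gene of the list that passed, and 3 rose when adjusted over the list alone, but none passed under quantile normalization and 4 had an unadjusted p under 0.05. The list was not independent of the study, which names these genes.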

In the late ethanol stress response, we found that the genes related with energy generation (*ATP1, ATP3, ATP4, ATP7*, and *ATP20*) were significantly overexpressed in the most tolerant strain. This fact indicates that under ethanol stress conditions, increased ATP synthesis might be responsible for the activation of protein synthesis and proton transportation through the plasma membrane (Rosa and Sá-Correia, 1991). This is consistent with the overexpression of *VMA* genes (*VMA10* and *VMA8*) that encode vacuolar H^+^-ATPase (V-ATPase), an electrogenic proton pump involved in vacuolar acidification and, therefore, in the compensation of H^+^ entry induced by ethanol (Fujita et al., 2006). 

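*VMA10*, a peripheral stalk subunit gene of the V-ATPase, had a late log2 difference of 1.65 in CECT10094 and 0.40 in Temohaya-MI26. *VMA8*, the central stalk gene, had 1.41 and -0.20. The other measured subunits did not pass the limit in CECT10094, and the 13 genes of the list shifted by 0.33, above 87% of random lists, against 0.10 in Temohaya-MI26. After 1 h the shifts were -0.62, above 1.08% of random lists, and -0.27. Taken gene by gene, the late strain difference, CECT10094 minus Temohaya-MI26, was -0.10, above 33.85% of random lists. In it 5 of 13 genes lay above the median of all genes. The early strain difference was -0.43, above 2.07% of random lists and so toward Temohaya-MI26, but its sign depends on the scaling. The contrast of single subunits between strains was not tested.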

Higher ergosterol content in yeast has been associated with greater ethanol tolerance by preventing interdigitation and maintaining optimal membrane thickness (Vanegas et al., 2012). We noticed the overexpression of the genes related to the ergosterol pathway (*ERG5, ERG11*, and *ERG20*), which has not been previously observed in microarrays studies (Alexandre et al., 2001; Chandler et al., 2004; Teixeira et al., 2009; Ma and Liu, 2010a). It is noteworthy that the genes related with actin cytoskeleton organization, such as *RDI1, RHO1, ARC19*, and *ARP2*, were overexpressed in CECT10094. 

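*ERG20*, the farnesyl diphosphate synthase gene, had a late log2 difference of 2.06 in CECT10094 and 0.45 in Temohaya-MI26, and *ERG5*, the C-22 desaturase gene, had 1.31 and 0.83. *ERG11*, the lanosterol demethylase gene, had 1.09 and 0.25. It stayed under the CECT10094 limit, which it passed under quantile normalization. The 24 genes of ergosterol synthesis shifted late by 0.44 in CECT10094, above 97.9% of random lists, although their own median was -0.07, and by 0.21 in Temohaya-MI26. After 1 h Temohaya-MI26 lowered the pathway, with a shift of -0.92, below all 10000 random lists, where *ERG3*, *MVD1* and *ERG2* fell. In CECT10094 the early shift was -0.40 with an own median of 0.02, so its sign depends on the scaling. The early strain difference was 0.80, above all 10000 random lists, against 0.03 late. *ERG4*, the last reductase gene of the pathway, was the 1 gene of the list past an adjusted p under 0.05 in limma late, and it fell, a call lost under quantile normalization.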

According to Kubota et al. (2004), the spatial organization of the F-actin cytoskeleton is transiently disrupted by the addition of ethanol. Thus, the CECT10094 strain can be expected to counteract the depolarization of F-actin more efficiently than the less tolerant strain to obtain a higher growth rate under stressful conditions.

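ORFs of Ty elements were shifted upward in CECT10094 at both stages. *YMR051C* had a log2 difference of 2.99 early and 2.43 late in CECT10094, and 0.88 and 0.21 in Temohaya-MI26. *YJR026W* had 2.44 and 1.87 in CECT10094 against 0.83 and 0.16, and *YJR028W* had 2.27 and 2.29 against 0.80 and -0.11. *YBL005W-A* and *YBL101W-A* rose by 2.36 and 1.69 late in CECT10094. *YAR009C*, *YAR010C* and *YCL020W*, with 1.87, 1.37 and 1.30, lie on chromosomes I and III, where late values without ethanol were raised. Over the 14 ORFs that the paper's Supplementary Table 1 puts under Ty element transposition, the shift was 1.69 early and 2.23 late in CECT10094, above all 10000 random lists, with 4 and 14 of 14 past the limits. In Temohaya-MI26 it was 0.56 early, above 97.8% of random lists, but inside the central range of matched random lists, and 0.16 late, of the opposite sign under quantile normalization, with none past the limits. Strain differences were 1.07 early and 2.03 late, both above all 10000 random lists. In limma 4 rose early and 1 late in both strains together (9 and 1 when adjusted over the list alone), a list for which quantile normalization left no call. The study picked these ORFs on the same arrays, so the counts are not independent evidence. Copies of a Ty family share sequence, so spotted products cannot tell them apart. In the reference 2 of the 14 ORFs are the genes *CUR1* and *CPP2*, and *CUR1* is also on the chaperone list used here. The counts and shifts of the Ty list therefore include 2 ORFs that may not be Ty elements.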

Our results revealed that the retrotransposon-related Gene Ontology (GO) categories were highly up-regulated in CECT10094 strain, while the Temohaya-MI26 strain did not overexpress any retrotransposon-related gene. Little attention has been paid to retrotransposon-related gene activation after ethanol stress, probably due to the misinterpretation of transcriptomes and databases (Stanley et al., 2010b). Although the adaptive significance of this activation remains unclear, we observed overexpressed levels of *GCN4*, whose protein Gcn4p has been suggested to be a Ty1 activator in stress (Morillon et al., 2002). 

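*GCN4*, which encodes the transcriptional activator of amino acid synthesis, had a late log2 difference of 0.94 in CECT10094 and 1.23 in Temohaya-MI26, under the limit in both strains, and it passed in CECT10094 under quantile normalization. Early it had -0.75 and -0.10. *GCN4* is controlled mainly by translation, which arrays of RNA do not measure.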

Further work is required to determine whether an association exists between retrotransposons and the ethanol stress response in yeast.

### Ethanol stress triggers UPR activation

One very interesting finding among our results is the observation that the ethanol-tolerant CECT10094 strain overexpressed genes whose GO was related to protein catabolism and refolding in the late ethanol stress phase, mainly regulated by Hac1p, a UPR-specific transcription factor that induces UPR target gene expression, including ER resident chaperones and critical protein-folding enzymes to restore ER protein-folding homeostasis (Travers et al., 2000; Ron and Walter, 2007; Kimata and Kohno, 2011). Indeed, we observed more genes with Hac1p binding sites, in the most tolerant strain in both growth stages, as well as UPR target genes, such as *LHS1, ERO1*, and *KAR2*, which encoded redox proteins and ER chaperones and were up-regulated in the CECT10094 strain. 

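*ERO1*, the thiol oxidase gene that drives disulfide formation, rose by 2.98 early and 2.06 late in CECT10094. In Temohaya-MI26 it rose by 2.52 early and had 0.44 late. *LHS1*, an Hsp70 gene of the ER, had 1.14 in CECT10094 and -0.32 in Temohaya-MI26 late, and the CECT10094 value passed the limit under quantile normalization. Early it had 1.19 and 0.31. *KAR2*, which encodes BiP, had 1.10 and 0.66 late, and early 1.44 in Temohaya-MI26 with no value in CECT10094. Neither *LHS1* nor *KAR2* passed the limits used here in any comparison. The paper's late list for CECT10094 alone reaches down to 0.91 in that strain, under the limit of 1.23 used here. The calnexin gene *CNE1* had late values of -1.43 in CECT10094 and -0.82 in Temohaya-MI26, within the limits in both. It lies on chromosome I, where late values without ethanol were raised. *FPR2*, a peptidyl-prolyl isomerase gene of the ER, had -1.22 and -1.86 late. It passed the limit in Temohaya-MI26 only, a call lost under quantile normalization. Genes of ER-associated degradation shifted early by 0.84 in CECT10094, above 99.96% of random lists, and 0.22 in Temohaya-MI26, above 79.9% of random lists, with *UFD1* past the limit there. *CDC48*, *UFD1*, *CUE1*, *YOS9* and *DFM1* rose early in limma, with 5 when adjusted over the list alone and 2 under quantile normalization. Late shifts of that list were 0.20 in CECT10094, above 75.7% of random lists, and 0.45 in Temohaya-MI26, above 97.3%. The second lay outside the central range of matched random lists only. The strain difference of the list, CECT10094 minus Temohaya-MI26, was 0.30 early, above 93.7% of random lists, and 0.24 late, above 79.9%. Both strain differences lay inside the central range. 

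**Figure D2:**
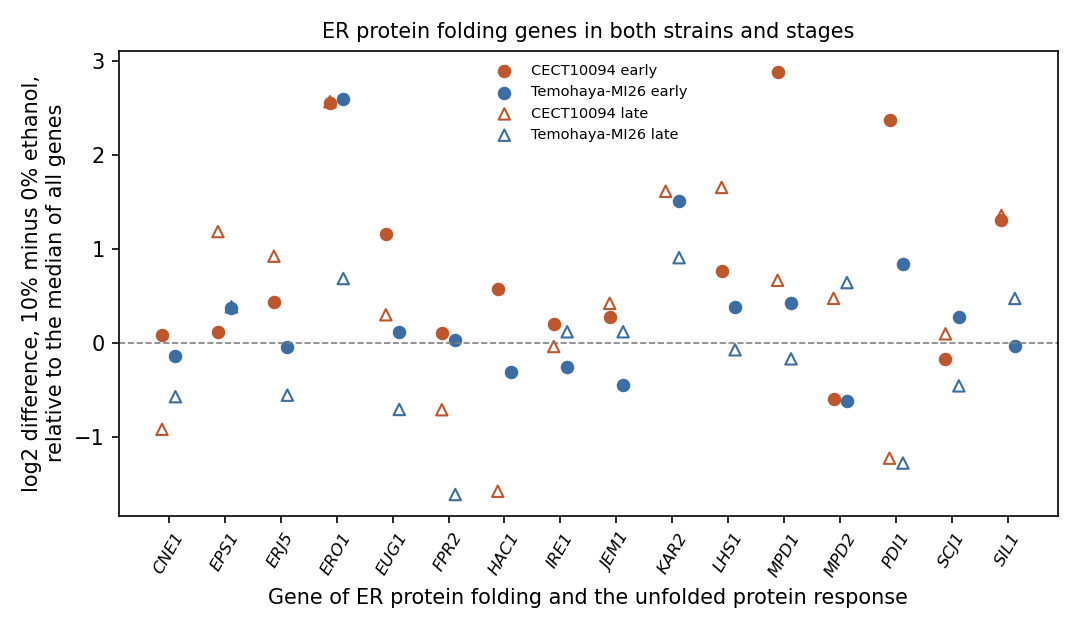
Log2 difference with ethanol of 16 genes of ER protein folding, relative to the median of all genes, in CECT10094 (orange) and Temohaya-MI26 (blue). Filled circles are early and open triangles late, each point is the difference of 1 pair of array columns, and the early points of *MPD1* and *PDI1* stand higher in CECT10094 than in Temohaya-MI26.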

The correlation between ethanol and unfolded protein tolerance (Table 4) suggests that strains with an enhanced unfolded protein response also increase ethanol resistance. Furthermore, our results confirmed that ethanol triggers the UPR response in the cell and that the conjunction between UPR response and ethanol tolerance may be an interesting way to explain how yeast overcomes this stress. To date, ethanol adaptation has been related with the coordinate action of transcription factors Msn2/4p, Yap1p, and Hsf1p to control general stress, oxidative stress and heat shock responses, respectively, in yeast (Ma and Liu, 2010a,b).

Ethanol and UPR signaling activation has been previously correlated in human cells (Pandol et al., 2010; Ji, 2012). The unfolded protein response (UPR) is a complex pathway triggered by ER stress to enhance and restore the protein-folding and secretory capacity of the ER, hence its activation under ethanol stress is conserved across vertebrates. Likewise, alcohol damages mammalian cells and induces numerous pathological stress responses, such as the ER stress response, which has recently emerged as a novel mechanism for pancreas and liver disease in chronic alcoholism. In fact, a recent study has correlated pancreas disease with an insufficient UPR response, and ER stress-induced overproduction of lipids can lead to fatty liver in alcoholic patients (Ji and Kaplowitz, 2003; Pandol et al., 2010). These data support our findings and suggest that UPR activation after UPR stress can be conserved in eukaryotes.

Interestingly, not all strains activate UPR at the same level after ethanol stress. This suggests that the strains that have been adapting their physiology to elevated amounts of ethanol, as it is found in fermentative process as winemaking, rely on UPR signaling to resist this suboptimal condition. All this data pointed out that there are possibilities to improve the ethanol tolerance of selected yeast starters via the enhancement of UPR. Also, the important differences that can be observed among the different strains suggest that UPR pathway can be a key modulator to adapt yeast cells to the different environments.

In summary, this work shed light on the ethanol transcriptional stress response, demonstrates the role of the UPR pathway under ethanol stress and links this response to an enhanced ethanol tolerance. These data uncover potential applications to increase ethanol tolerance of yeasts. Many industrial applications, such as winemaking, depend on yeast tolerance to ethanol. Thus our research opens new line of possibilities related to UPR pathway enhancement to increase ethanol stress resistance. Either selecting natural or engineered strains with elevated UPR response will be a new field for industrial yeast strain improvement. Future experiments will shed more light on the specific signal that triggers UPR activation during ethanol stress.

## Author contributions

AQ, EN, and RP conceived and designed the experiments. EN and RK performed the experiments. AQ, EN, RP, and RK analyzed the data. EN contributed reagents/materials/analysis tools. AQ, EN, and RP wrote the paper.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary material

Supplementary Figure1 **Microarray data validation by qPCR (eps file,.eps)**. mRNA of significantly activated genes *ACS1, OPI3, TFS1* (in Temohaya-MI26 and CECT10094) and *ERO1, ALD4* y *HSC82* (in CECT10094) was measured by RT-qPCR, using *ACT1* and 18S ribosomal gene as reference. High relation between microarray and RT-qPCR data was observed, showing a Spearman correlation coefficient (ρ) of 0.833 (*p* = 0.008; **A**). Also, Bland-Altman analysis to study method concordance showed a high similar outcome of both techniques (95% confidence interval; **B**). The x-axis represents the average fold change of each sample measured by quantitative reverse transcription PCR (RT-qPCR) and microarrays. The y-axis is the difference in fold change calculated by microarray measurements minus the RT-qPCR measurements for each sample. The solid line (*y* = −0.52) is the mean difference in fold change of all the samples. The two dotted lines represent 1.96 standard deviations from the mean difference.

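The 6 genes of the qPCR comparison are enzyme, inhibitor and chaperone genes, and most had large changes on the arrays. *ACS1* had an early log2 difference of 5.21 in CECT10094 and 5.66 in Temohaya-MI26, and a late one of -0.90 and -2.05. The late values belong to chromosome I, where those without ethanol were raised. *OPI3* had 3.68 and 3.22 early and -1.06 and -1.14 late. *TFS1* had 3.77 and 4.30 early and -2.01 and -1.85 late. *ALD4* had -1.87 late in CECT10094 and 0.05 in Temohaya-MI26. *HSC82* had 1.52 and 1.56 early. The qPCR values themselves were not analysed here.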

Supplementary Table1 **Gene expression under ethanol stress (excel file,.xlsx)**. Comparison of the mRNA expression of *S. cerevisiae* CECT10094 and Temohaya-MI26 by fold changes after 1 h and after exponential phase after addition of ethanol to the GPY medium. The expressions for each gene at each time point were represented in the relative fold changes against themselves under non-stressed conditions. Differentially expressed genes were identified as log_2_ (ratio) values of the more than 1.96 standard deviations from the mean (at the 95% confidence level). Red indicates overexpression, green is repressed expression, and yellow implies no significant changes.

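Values in this table are log2 differences between 10 and 0% ethanol. The copy used here held 177 of the 178 early genes and 386 of the 389 late genes, among them *HSP26*, *RPS7A* and *PHO3*, and all 177 and 386 matched the differences computed from the columns within 0.01 in both strains. A difference of 1 on this scale is a doubling. Because the copy is not complete, no overlap or enrichment was computed from it.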

Supplementary Table2 **Up-regulated genes in ***S. cerevisiae*** CECT 10094 and Temohaya-MI26 after 1 h and after exponential phase of ethanol stress (excel file,.xlsx)**. Promoter regions were analyzed using Regulatory Sequence Analysis Tools (RSAT) (http://rsat.ulb.ac.be/rsat). The number of binding sites for transcription factors involved in various stress responses, such as Msn2p/Msn4p for general stress, Hac1p for unfolded protein response, Hsf1p for heat stress, and Yap1p for oxidative stress, are shown. The number of STRE elements in their promoter regions, implicated in a general stress response in yeast, was also analyzed. Those genes previously found to be up-regulated under ethanol stress are underlined.

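The counts of sites are the paper's own sequence matches from RSAT, and the expression beside them comes from the arrays. The Hac1p shares of Table 3 come from another source, the associations recorded in YEASTRACT, where the paper found none for Temohaya-MI26. For Hac1p, the paper lists a site for 42.3% of 26 early genes of CECT10094 alone, 20.0% of 20 shared genes and 22.6% of 31 genes of Temohaya-MI26 alone. In the late groups the paper's shares are 34% of 159, 36.8% of 19 and 42.9% of the 28 genes held of Temohaya-MI26. The late share was thus lowest for CECT10094 alone, although as counts these groups hold 54, 7 and 12 genes with a site. *AIM46* and *YNL195C*, early genes of CECT10094 alone with 1 site each in the paper, had log2 differences of 3.11 and 3.15 in CECT10094 and 1.36 and 2.70 in Temohaya-MI26. *OM45*, a mitochondrial outer membrane protein gene with 3 sites in the paper and listed for Temohaya-MI26 alone, had 2.56 in CECT10094 and 3.10 in Temohaya-MI26. Of the late genes of Temohaya-MI26 alone, *RPL12A* with 4 sites in the paper had 2.20 there and -0.34 in CECT10094, and *SNU13*, a snRNP and snoRNP protein gene with 1 site, had 2.43 and 0.44. For Msn2p/Msn4p the paper's early shares are 61.5, 95.0 and 93.5%, in the order CECT10094 alone, both strains and Temohaya-MI26 alone. A site in a promoter is a sequence match and gives no measure of binding under ethanol.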

How the deposited data were processed for this re-analysis (not part of the article)

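Gene expression of *S. cerevisiae* CECT10094 and Temohaya-MI26 was measured in 8 conditions, the combinations of strain, early or late stage, and 0 or 10% (v/v) ethanol. Each condition was represented by 1 column of values. The authors had combined 3 replicate slides per condition by their median after a global background subtraction in GenePix Pro 6.0 and a ratio-based normalization in Acuity 4.0. The deposited values are log2 ratios of the Cy5 signal of a sample to the Cy3 signal of the pool, and the authors also deposited a table of log2 differences between 10 and 0% ethanol. That table of 6165 entries was used as an alternative only. The strain called PE35M in the labels was taken as CECT10094, as the paper's methods state.

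The value table held 6154 entries, of which 2 controls were left out. The other 6152 ORFs each had 1 entry. By locus tag, 5653 of them matched the yeast reference annotation, 5128 had a gene name and 5359 had values in every column. The medians of the columns lay between -0.22 and 0.32, and no further normalization was applied in the main results.

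For every strain and stage, the ratio at 0% ethanol was subtracted from the ratio at 10% ethanol. A gene was called when its difference lay more than 1.96 standard deviations from the mean of all genes, the threshold of the paper's methods. This threshold marks the ends of the distribution and is not a test. The overlap of calls was set beside the overlap of independent lists of the same sizes. For 37 gene lists, the median difference of the members minus the median of all genes was compared with 10000 random lists of the same size (seed 1), and a value outside the central 95% of random lists, from the 2.5th to the 97.5th percentile, was treated as outside their central range. Of the names on these lists, 1 matched no gene. Lists with under 4 measured members were not summarised. The same was done for the difference between strains, CECT10094 minus Temohaya-MI26. Random lists matched in 5 bins of the mean log2 ratio served as an alternative.

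limma 3.58.1 in R 4.3.3 was fitted to the 8 columns with each combination of strain and stage as a block and ethanol as a term per stage, and p was adjusted by Benjamini and Hochberg over all genes tested. Genes measured in a single strain at a stage were kept, so of 5905 genes tested early 5814 had differences in both strains, and late 5474 of 5893. The fit had 2 residual degrees of freedom, to which its prior added 9.17, with a prior standard deviation of 0.377. The other strain is the only repeat of a comparison in these columns, so the p does not measure variation between cultures. A test of a difference between the strains within a stage could not be fitted with 1 column per condition, and a difference common to both stages was not tested. The slides are not separate in the values, and so the depth behind a value and its error are unknown, and the number of arrays limits the precision.

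The steps were tested on simulated data. With 200 changed genes among 5359, limma recovered 14.0% of changes of 1 on the log2 scale, 97.5% of changes of 2 and 100.0% of changes of 3. These simulations used independent noise, changed genes early only and gave no column an offset with ethanol, so they do not cover the late calls or their scaling. A list of 16 genes moved by 0.5 fell outside the central range in 49.6 to 78.3% of simulations, a list of 34 genes in 80.8 to 99.0%, and unmoved lists in 3.2 to 6.3%. Unmoved lists were random draws, like the lists that set the range, so their share was fixed in advance. Genes of a real list can move together, so that share is no false rate for them.

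Before the data were examined, the comparisons, the gene lists, the threshold, the alternatives and the rule for named genes were written down. The rule named the 10 largest and the 10 smallest differences past the threshold in each comparison, every gene that the paper names for these arrays or for its qPCR, up to 4 members of each list that passed the threshold, and the 5 genes with the largest difference between strains in each direction and stage, which gave 291 genes. The values and calls of the paper's Supplementary Tables 1 and 2 had been seen by then. The Ty list follows Supplementary Table 1, and the lists of ER folding, proteasome, ATP synthase, V-ATPase, ergosterol, actin, thiamine and proline genes cover groups the study discusses, so they are not independent of it. The alternatives were the median as centre, a spread of 1.4826 times the median absolute deviation (MAD), a threshold of 2.58 standard deviations, a fixed log2 difference of 1, the authors' difference table, genes with values in every column, columns centred on their medians, quantile normalization, means in place of medians over a list, shifts not taken relative to all genes, matched random lists, a robust prior in limma, limma on the 4 columns of a stage, an adjusted p under 0.10, and Spearman's rank correlation. Leaving out the ORFs of chromosomes I, II (right arm) and III, and centring the columns before limma, were added after the values were seen.

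Growth curves, flow cytometry, β-mercaptoethanol tests and qPCR were not analysed here. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.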

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

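All tests of explanations in this part, and the centring of columns before limma, were chosen only after the results were seen.

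The change with ethanol differed between stages for 1073 of 5796 genes (limma, late minus early, adjusted p under 0.05, columns centred on their medians), 538 with a higher change late and 535 with a lower one. The number was 1211 without centring, with 275 higher and 936 lower, and 719 under quantile normalization, with 412 higher and 307 lower. Cytosolic ribosomal protein genes were 95 of those higher late, out of 116 tested, and 85 without centring. Their median change from early to late was 3.17 with centring and 2.70 without it. Early and late samples also differ in hours of culture, which the test does not separate from the stage of stress.

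*YAR073W* was the 1 gene with opposite calls in the strains at the same stage. Its late difference was -2.47 in CECT10094 and 1.27 in Temohaya-MI26. The difference between strains was not tested, and the ORF lies on chromosome I, whose late values are raised as described next. That rise is found without ethanol in both strains and lowers both late differences, so it does not by itself give opposite calls.

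Neighbouring ORFs of chromosomes I, II (right arm) and III, 616 in all, had high ratios in the late columns without ethanol. Their median lay 0.46 above the array median in CECT10094 and 0.69 in Temohaya-MI26, and the paper does not discuss it. Copies that a strain carries act alike on its early and late columns, which share the pool, but the early medians were 0.186 and 0.114, which argues against a copy number fixed in each strain. A place on the array shared by neighbouring ORFs stays open. In CECT10094 and Temohaya-MI26, 68.7 and 77.0% of these ORFs lay above the array median late and 63.6 and 58.3% early, a rise too small in CECT10094 to tell, and the layout of the spots was not used here. These ORFs made up 21.6% of the late genes that fell in CECT10094 and 35.5% in Temohaya-MI26, against 10.1 and 9.75% of the measured ORFs.

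Late differences between 10 and 0% ethanol had a negative correlation with the change of the cultures without ethanol between 1 and 10 h. Across genes outside chromosomes I, II (right arm) and III, the late difference of CECT10094 had a correlation of -0.52 with the change of Temohaya-MI26 without ethanol. The late difference of Temohaya-MI26 had -0.483 with the change of CECT10094. These pairs share no column, but the late columns without ethanol of the strains had a correlation of 0.823 and enter with opposite signs. A negative value is therefore partly built in and cannot decide whether growth from 1 to 10 h was the source. Genes are not independent replicates. The columns with ethanol gave 21 and 17% of the variance of the late differences in CECT10094 and Temohaya-MI26. They gave 39.3 and 38.9% of it early, when all cultures were sampled at 1 h. Each column is a ratio to a pool, so this split follows which column lies nearer the pool and cannot tell which culture changed. A candidate explanation is that growth of the unstressed cultures to 10 h contributes to what is called a late response. These values do not decide it, and the sampling hours keep it from being separated from an effect of ethanol.

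Ribosomal protein genes were higher late with ethanol in Temohaya-MI26, with a shift of 1.04, and this is not part of the paper's account. The strains' late shifts differed by 0.991. In the late columns without ethanol the list was 0.68 lower in Temohaya-MI26 than in CECT10094, and in the columns with ethanol it was 0.088 higher. Higher values in the stressed Temohaya-MI26 culture are therefore argued against as the main source, and lower values in the unstressed culture may account for most of the contrast. Whether the unstressed Temohaya-MI26 culture had grown further by 10 h was not tested.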

How the results depend on the processing

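The alternatives described with the processing were each applied to the results they concern. Other thresholds were applied to counts and to the calls of genes that the paper names as up-regulated. The full set of named genes was tested with the authors' difference table and quantile normalization only. Leaving out the ORFs of chromosomes I, II (right arm) and III and centring the columns before limma were chosen only after the results were seen. Leaving out replicates was not done, since each condition has 1 column, and no paired analysis of replicate cultures was possible because the slides of a condition are combined, so the limma blocks pair whole conditions. No ORF had more than 1 entry, so treating entries separately gave no alternative value. Signal over background was not used here, so weak spots cannot be told from strong ones.

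All 12 values of correlations between comparisons under alternatives stayed within the limits set for a change. Counts stayed within 1.5 times their value in 198 cases and moved beyond it in 90. List shifts kept their place in 622 cases, moved in 182, and in 10 a shift outside the central range of random lists took the other sign. Strain differences kept it in 302, moved in 101, and took the other sign from outside that range in 4. Sign changes of values inside the range are counted with the kept or moved ones and are not all listed. Named genes kept their side of the threshold in 2118 cases, lost it in 56 and gained it in 30. The cause was not tested for the changes below, except that stricter or looser thresholds call fewer or more genes by construction. Among the counts to which each was applied, none moved beyond 1.5 times with the median as centre, the authors' difference table, genes with values in every column, a robust prior or without the ORFs of the 3 chromosomes. Centring the columns cannot change a threshold call by construction, so the threshold counts it kept are no check.

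With the MAD spread, early calls were 275 up and 396 down in CECT10094, 337 and 335 in Temohaya-MI26, and 977 in either strain. Up in either strain were 473, in CECT10094 alone 136, in both 139 and in Temohaya-MI26 alone 198, and down in the same 3 groups 170, 226 and 109. Late, Temohaya-MI26 had 305 up and 249 down, either strain 847, up in both 48, up in Temohaya-MI26 alone 257 and down there alone 180. Up at both stages were 24 in CECT10094 and 43 in Temohaya-MI26. Ribosomal protein genes were 22.7 and 23.6% of the early down calls.

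With the stricter number of standard deviations, early calls were 58 up and 109 down in CECT10094, 71 and 89 in Temohaya-MI26, and 239 in either strain. Up in either strain were 103, in CECT10094 alone 32, in both 26 and in Temohaya-MI26 alone 45, and down in the same 3 groups 47, 62 and 27. Late, they were 42 and 47 in CECT10094, 59 and 56 in Temohaya-MI26, and 186 in either. Up late in either strain were 97, in CECT10094 alone 38, in both 4 and in Temohaya-MI26 alone 55, and down in the same 3 groups 33, 14 and 42. Up at both stages were 6 in CECT10094, or 6.38% of its up calls, and 5 in Temohaya-MI26. Ribosomal protein genes were 58.7 and 60.7% of the early down calls.

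With a fixed log2 difference of 1, early calls were 1307 up and 417 down in CECT10094, 738 and 883 in Temohaya-MI26, and 2428 in either strain. Up in either strain were 1500, in CECT10094 alone 762, in both 545 and in Temohaya-MI26 alone 193. Down in both were 347 and in Temohaya-MI26 alone 536. Late, they were 253 and 1678 in CECT10094, 287 and 703 in Temohaya-MI26, and 2366 in either. Up late in either strain were 485, in both 55 and in Temohaya-MI26 alone 232, and down in CECT10094 alone 1210, in both 468 and in Temohaya-MI26 alone 235. Up at both stages were 79 and 67. Ribosomal protein genes were 21.6 and 10.5% of the early down calls. The fixed limit ignores the median of all genes, which lies away from 0.

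Under quantile normalization, up early in both strains were 41 and down late in both 22. The limma late counts were 29 down and 66 in all, and the ribosomal protein shift in Temohaya-MI26 late was 0.95. With centred columns, limma gave 633 down early, 126 up late and 250 down late. At an adjusted p under 0.10 the late counts were 98 up, 759 down and 857 in all, and with the 4 columns of the stage alone 101, 653 and 754.

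Without the subtraction of the all-gene median, the ER folding list was 0.85 in CECT10094 early, -0.0635 in CECT10094 late and -0.32 in Temohaya-MI26 late, and its strain difference 0.96 early and 0.54 late. The ribosomal protein list was -2.33 in CECT10094 early, -0.46 in CECT10094 late and 0.80 in Temohaya-MI26 late, with a late strain difference of -1.10. In CECT10094 late the proteasome list was 0.78 and the ATP synthase list 0.84. Among shifts outside the central range, signs changed in CECT10094 late for ribosome biogenesis with -0.05, RNA polymerase I and III with -0.087, translation factors with -0.071, mitochondrial ribosomal proteins with -0.0575 and ergosterol synthesis with -0.074, and in CECT10094 early for mitochondrial ribosomal proteins with 0.0015, ergosterol synthesis with 0.0215 and amino acid synthesis with 0.13. The early strain differences outside the central range that changed sign were ribosome biogenesis with 0.27, V-ATPase with 0.009, hexose transporters with 0.023 and cell wall genes with 0.19.

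With means over a list, the ER folding shift was 0.85 in CECT10094 early, and the ribosomal protein shifts were -2.52 and -2.46 early and 0.16 and 0.96 late, in CECT10094 and Temohaya-MI26. Glycolysis in Temohaya-MI26 early changed sign, to -0.0281. With genes measured in every column, the oxidative stress list in Temohaya-MI26 late changed sign, to -0.021, the ribosomal protein shift there was 0.94 and its late strain difference -0.76. Against random lists matched on the mean log2 ratio, the ER folding list in CECT10094 late lay at the 98.6th percentile and the ribosomal protein list there at 0.53, both outside the central range, and 15 percentiles in all moved outside it and 20 inside.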

Differences from the paper's values

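The counts below use the paper's threshold of 1.96 standard deviations, and the paper's 5% false discovery rate, which combined values do not allow, was not applied. Genes the paper lists as up-regulated in a strain alone had values no lower than 3.08 early and 0.91 late in CECT10094, and 2.98 and 1.89 in Temohaya-MI26. The limits here were 2.29, 1.23, 2.07 and 1.25 in the same order, so the paper's calls and those here follow unlike cuts. The alternatives named were all set before the data were examined, and none was chosen only after a result was seen.

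Early, the paper reports 178 genes differentially expressed in the strains, and 497 passed here in either strain. The paper's 46 up-regulated genes in CECT10094 compare with 131, its 26 in that strain alone with 69, its 20 shared genes with 62, and its 77 in either strain with 230. Genes without a value in the other strain are counted here as in 1 strain alone, and 62 of the 69 had a value in both. With the stricter number of standard deviations the values here were 239, 58, 32, 26 and 103, which lie within 1.5 times the paper's. The median as centre, the MAD spread, the fixed log2 difference of 1, the authors' difference table, genes with values in every column, centred columns and quantile normalization each left all 5 counts further from the paper's than that. Centred columns could not change any threshold call, here or below, since centring shifts every difference of a comparison alike. For genes up in Temohaya-MI26 alone the paper shows about 31 in Fig. 1C, read by eye, against 99 here, and for genes down in CECT10094 alone about 40 in Fig. 1C, read by eye, against 86. For genes down in both strains it shows about 45 in Fig. 1C, read by eye, against 126. With the stricter number these counts were 45, 47 and 62, within that range, and they were not under the other 7 alternatives. For genes down in Temohaya-MI26 alone it shows about 16 in Fig. 1C, read by eye, against 55 here, and no alternative came within 1.5 times.

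Late, the paper reports 19 up-regulated genes shared by the strains and 30 were found here. The authors' difference table gave 28 and genes with values in every column 27, which come within 1.5 times, and the other 6 alternatives did not. For Temohaya-MI26 alone the paper reports 29 up-regulated genes and 137 were found, with no alternative within that range. For genes down in both strains the paper shows about 22 in Fig. 1D, read by eye, against 47, and quantile normalization alone among the alternatives came within range, at 22. For genes down in Temohaya-MI26 alone it shows about 15 in Fig. 1D, read by eye, against 91, with no alternative within range. The paper's share of up-regulated genes common to both stages in Temohaya-MI26 is 3.22%, against 5.13% here. It was 4.0% with the stricter number, and no other alternative came within range.

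Of the genes the paper names as up-regulated late in CECT10094 alone, 38 of 42 passed here. The others were *LHS1* with 1.14, which passed with the MAD spread, at a fixed log2 difference of 1 and under quantile normalization, *HSP104* with 1.01, which passed at a fixed log2 difference of 1, and *SSE2* with 0.95 and *ATP2* with 0.41, which passed under no alternative. Of the 7 genes it names as shared late, all passed in Temohaya-MI26 and 4 in CECT10094. *BAP2* with 1.20 passed there with the MAD spread and at a fixed log2 difference of 1, and *ECM4* with 0.99 and *TAT1* with 0.98 under no alternative. Of the genes named in its discussion, *ERG11* with 1.09 and *ARC19* with 1.05 passed in CECT10094 at a fixed log2 difference of 1 and under quantile normalization, *KAR2* with 1.10 at a fixed log2 difference of 1, *GCN4* with 0.94 under quantile normalization, and *ARP2* with 0.99 under no alternative. The 3 NADPH genes *ZWF1*, *SOL4* and *ALD4* passed early in CECT10094.

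The paper lists *HSP104*, *HSP32*, *PUT1*, *YDL124W* and *GRE3* as up-regulated early in CECT10094 alone. All 10 genes it names there passed in CECT10094, and these 5 also passed in Temohaya-MI26, with 2.45, 2.83, 2.85, 2.63 and 2.27. In Temohaya-MI26 *HSP104*, *YDL124W* and *GRE3* lay 2.30, 2.47 and 2.14 standard deviations from the mean, so with the stricter number they were called in CECT10094 alone, as the paper lists them, and *GRE3* was not called in Temohaya-MI26 under quantile normalization either. It lists *DDR2* as specific to Temohaya-MI26 early, and here it had 3.51 there and 2.79 in CECT10094, past the limit in both. In CECT10094 it lay 2.48 standard deviations from the mean, so it was not called there with the stricter number, nor under quantile normalization. It lists *HSP82*, *SCL1* and *PRE4* as up-regulated late in CECT10094 alone, and in Temohaya-MI26 they had 1.61, 1.38 and 1.26, past the limit. These lie 2.45, 2.13 and 1.98 standard deviations from the mean, so none was called there with the stricter number. In CECT10094 *SCL1* and *PRE4* were not called with it either, at 2.25 and 2.11.

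The paper states that genes of the oxidative stress response and of proline use were overexpressed early in CECT10094 and not in Temohaya-MI26. The oxidative stress list shifted by 0.56 in CECT10094 and 0.95 in Temohaya-MI26, and the proline list by 0.33 and 0.88, the last inside the central range of matched random lists. Taken gene by gene, the strain difference, CECT10094 minus Temohaya-MI26, was -0.57 for the oxidative stress list and 0.33 for the proline list, the second toward CECT10094. *PUT4* passed in CECT10094 alone, as the paper has it. *YDL124W*, *GRE3* and *NCE103*, which the paper names for oxidative stress, had 3.33, 3.44 and 3.54 in CECT10094 and 2.63, 2.27 and 2.06 in Temohaya-MI26. These values include the gap between the strains' early medians of all genes, 0.42 and -0.08.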

Other observations

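Both tests in this part were chosen only after the results were seen.

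Genes called in a single strain may move the same way, less far, in the other strain. Of the genes that rose early in CECT10094 alone, 55 of the 62 measured in Temohaya-MI26 (88.7%) lay above that strain's median difference, and of those that rose in Temohaya-MI26 alone, 93 of 97 (95.9%) lay above the median of CECT10094. *OLE1*, *PUT4* and *NCE103* are examples in CECT10094, and *ALD3* and *GRE1* in Temohaya-MI26. Late, the shares were 116 of 135 (85.9%) for CECT10094 alone and 102 of 134 (76.1%) for Temohaya-MI26 alone. The genes were chosen because they passed a threshold in the first strain only, so the shares do not say whether the size of the change differs between the strains.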
